# Investigating the effects of chronic low-dose radiation exposure in the liver of a hypothermic zebrafish model

**DOI:** 10.1038/s41598-022-26976-4

**Published:** 2023-01-17

**Authors:** Thomas Cahill, Willian Abraham da Silveira, Ludivine Renaud, Hao Wang, Tucker Williamson, Dongjun Chung, Sherine Chan, Ian Overton, Gary Hardiman

**Keywords:** Biochemistry, RNA, Regulatory networks, Systems analysis

## Abstract

Mankind’s quest for a manned mission to Mars is placing increased emphasis on the development of innovative radio-protective countermeasures for long-term space travel. Hibernation confers radio-protective effects in hibernating animals, and this has led to the investigation of synthetic torpor to mitigate the deleterious effects of chronic low-dose-rate radiation exposure. Here we describe an induced torpor model we developed using the zebrafish. We explored the effects of radiation exposure on this model with a focus on the liver. Transcriptomic and behavioural analyses were performed. Radiation exposure resulted in transcriptomic perturbations in lipid metabolism and absorption, wound healing, immune response, and fibrogenic pathways. Induced torpor reduced metabolism and increased pro-survival, anti-apoptotic, and DNA repair pathways. Coupled with radiation exposure, induced torpor led to a stress response but also revealed maintenance of DNA repair mechanisms, pro-survival and anti-apoptotic signals. To further characterise our model of induced torpor, the zebrafish model was compared with hepatic transcriptomic data from hibernating grizzly bears (*Ursus arctos horribilis*) and active controls revealing conserved responses in gene expression associated with anti-apoptotic processes, DNA damage repair, cell survival, proliferation, and antioxidant response. Similarly, the radiation group was compared with space-flown mice revealing shared changes in lipid metabolism.

## Introduction

As we enter a new era of space exploration that will be defined by manned interplanetary travel, as detailed in the Artemis programme^1^, we must develop innovative countermeasures against the adverse effects of microgravity and radiation^2–4^. The concept of using synthetic torpor is gaining attention given the observation that the use of torpor in nature provides resistance to bone and muscle atrophy during disuse, as seen in the yellow-bellied marmot and the hibernating brown bear. This suggests a role for torpor in preventing these adverse outcomes in the microgravity environment^5,6^. However, little is known about the genetic mechanisms that regulate such specific adaptations, and replicating these may prove challenging. This study focuses on replicating one of the most fundamental and conserved aspects of torpor: hypometabolism, considered to be the main contributor to radioprotection. There already exists compelling evidence of torpor conferring radio-protective effects^7,8^, highlighted in experiments involving Balb/c mice undergoing therapeutic hypothermia following a large dose of radiation that led to increased survival times, compared with controls^9^. Similarly, the use of AMP to induce a hypometabolic state in mice was found to decrease radio-sensitivity^10^. However, additional work is needed to define the molecular mechanisms behind this conferred radioprotection.

Natural torpor describes a change in physiology characterised by a hypometabolic state normally facilitated by a coordinated reduction in body temperature, heart rate, locomotion, respiration, and brain activity^11,12^. Heterothermic animals that utilise torpor tend to do so in either a daily fashion where torpor bouts last less than 24 h (daily torpor) or in consecutive or continuous bouts, often referred to as hibernation^13^. Torpor is often considered a stress response, as the reduction in metabolic rate is exploited to conserve energy during cold periods or food scarcity and its use has been found to increase survival rates during harsh times^14^. Furthermore, it is thought that a reduction in respiration and perfusion along with a decrease in hemoglobin oxygen unloading during hibernation results in reduced cellular oxygen supply, as hypoxia-related genes are upregulated during hibernation^15^. It has been suggested that this reduction in oxygen concentration provides radio-protective effects by limiting the generation of ROS in what’s known as the ‘oxygen effect’, in the same way that hypoxia confers radio-resistance to tumours^16^. There may be value in exploiting ectotherms in further characterising this response as zebrafish (*Danio rerio*) body temperature, and thus metabolic rate can be easily managed through changes in ambient temperatures. Additionally, zebrafish acclimated at 18 °C have shown reduced oxygen consumption^17^, and hypoxia-related genes have also been found to be upregulated in other ectothermic animals such as the crucian carp during cold acclimatisation in both hypoxic and normoxic conditions^18^. Furthermore, zebrafish offer an attractive low-cost experimental model due to their ease of maintenance, rapid development, genetic similarity to humans (~ 70%), and the availability of a high-quality reference genome^19,20^.

The liver plays a central role in carbohydrate and lipid metabolism, detoxification, immunity, and bile formation, and preserving liver health will play a vital role in maintaining astronaut health during long-term space travel^21^. However, spaceflight results in physical and pathological changes to the liver as evidenced in rodent studies exposed to short-duration flight (13 days) revealing morphological changes in the liver involving a reduction in mass^22^. Others report a decrease in Kupffer cells^23^, diminished levels of cytochrome P-450^24^ glutathione^25^, and cholesterol^26^. Studies have also shown that the liver of mice exposed to both radiation or spaceflight have increased pro-fibrogenic markers involving genes that regulate stellate cell activation and epithelial-to-mesenchymal transition (EMT)^27,28^. Moreover, the discovery that lipid droplets accumulate in mice's liver after spaceflight points to spaceflight as a risk factor for non-alcoholic fatty liver disease (NAFLD) (3). Data from mice livers exposed to low-dose radiation (30–120 mGy) and collected 60 weeks after irradiation also suggest that dysfunction in lipid metabolism is a long-term effect^29^. Similarly, changes in insulin sensitivity following spaceflight results in sub-clinical diabetic phenotypes^30^ and analysis of hepatic transcriptomes in space-flown mice identified increased expression of genes involved in the oxidative stress response^31^, fatty acid and glucose metabolism, ribosome function, protein folding, and the adaptive immune response^32^.

We wanted to explore transcriptomic events that may regulate the radioprotective effects of a hypothermic/hypometabolic state in the liver. Therefore, we exploited the ectothermic nature of zebrafish to establish various experimental and control groups with reduced body temperatures/metabolism and radiation exposure (0.3 Gy) to simulate the amount of radiation that would be experienced on a journey to Mars. Melatonin was used as a sedative, which has been shown to promote a sleep-like state in zebrafish by reducing locomotor activity and elevating arousal threshold^33^. In addition, it is a potent antioxidant, shown to have radioprotective effects^34^ and its use has been recorded to improve the severity of NAFLD^35^ and diabetes^36^. In this study, we utilized melatonin to decrease locomotion and investigated its therapeutic potential against the effects of radiation exposure. We previously used this hypometabolism + melatonin model (induced torpor) to demonstrate a reduction in activity and the expression of metabolic genes in the gastrointestinal tract (GIT). We also observed an increase in protein maintenance genes, as well as in anti-apoptotic, proliferative, and pro-survival signalling. On the other hand, our results showed that exposure to low-dose radiation caused DNA damage, oxidative stress, glucocorticoid signalling, and cell cycle arrest. When irradiated under induced/synthetic torpor, radiation-induced stress signals were observed, however, the increase in anti-apoptotic, mitogenic, and pro-survival signals were all maintained, suggesting radio-protective effects^37^. Here we report our findings in the context of hepatic health. Our results show that low-dose radiation leads to changes in genes involved in cell death, lipid metabolism and transport, the immune system, and the extracellular matrix. Additionally, like that observed in the GIT, the results from the induced torpor group show an increase in gene expression of pro-survival, proliferative, anti-apoptotic, and DNA repair genes. We explored the role of melatonin as a potential therapeutic for the lipid dysregulation that occurs after exposure to low dose radiation and performed a cross-species comparison of the zebrafish groups with space flown mice and hibernating bear to characterise the utility of the zebrafish models.

## Results

### Induced Torpor in zebrafish activates DNA repair and mitogenic pathways

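The liver of the induced torpor group (18.5-mel), kept at 18.5 °C with 24 µM melatonin, was compared with that of the control group (28.5-Ctrl), kept at 28.5 °C without it, with 2 libraries in each group. Reads were trimmed with Cutadapt, aligned to GRCz11 with STAR and counted with HTSeq by the authors, who then compared the groups with DESeq2. The authors deposited the outcome as tables of each treated group against 28.5-Ctrl, with a mean normalized count over all libraries, a log2 fold change, its standard error, a Wald statistic, a p-value and a q-value per gene. Values per library are not in these tables, so no library could be left out, and of the depth only the minimum that the paper's methods state is known. The tables cover 32520 zebrafish genes, 27662 of them with a p-value, and the paper works with the 9411 genes that have a 1-to-1 human orthologue, 9122 of them with a p-value. A 95% interval was computed here for each fold from the log2 fold change and its standard error. In addition, 50 gene lists from textbook knowledge were tested against all other genes with limma cameraPR on the Wald statistics, and p was adjusted over the lists in 3 comparisons. The lists were fixed before the deposited tables were examined, but marker lists of tissues next to the liver were added after supplementary tables of the paper had been seen to hold such genes. A preset correlation of 0.01 between the genes of a list was used, because an estimated one needs values per library, and where a list passed 0.05 only at this setting its adjusted p at a correlation of 0.05 is given beside it. Members of a list count as higher or lower at the authors' q of 0.1 or less. A log2 fold change beyond 10 in size rests on counts at or near 0 in a group and is not used as a size. Over all libraries of the authors' fit the 8 vitellogenin genes held 38.3% of the summed mean normalized count. The paper does not state how many fish each library holds. The p-values rest on a spread between libraries that a single fit estimated over all groups. That fit appears to include the group 18.5-rad, which is not analysed here.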

To characterise the effects of an induced-torpor-like state on the zebrafish liver, differential expression analysis (DEA) was carried out on the induced-torpor group vs control (18.5-mel vs 28.5-Ctrl). This revealed 1986 upregulated and 765 downregulated genes (FC ± 1.5, *q* ≤ 0.1) (Supplementary Table S4) that were then subject to over-representation (ORA) and impact analyses performed (Supplementary Tables S5, S6). 

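A nuclear import factor, a tubulin and a cyclin were among the first genes higher in torpor, and a linker histone came first among those lower. In the authors' deposited table for 18.5-mel, the 1986 orthologues higher at q of 0.1 or less were headed, among those with a mean normalized count of 50 or more, by the importin KPNA7 (ENSDARG00000027169, log2 fold change 7.03 (standard error 0.78, q = 1.29e-15)), the tubulin TUBA4B (ENSDARG00000074289, 6.95), the transcription factor SALL4 (ENSDARG00000044485, 6.82), cyclin CCNB2 (ENSDARG00000036180, 7.63) and NINL (7.05). The 765 lower ones were headed, with the same limit on the count, in the authors' deposited table by H1-10 (ENSDARG00000054058, -3.81 (standard error 0.49, q = 7.80e-12)), PHYKPL (-2.14), VDAC2 (-2.26), PCMT1 (-1.40) and PLBD2 (-2.52). The fold of KPNA7 was 130.4 (95% interval 45.2 to 376) and that of H1-10 was 14.0 lower (7.21 to 27.2). Both counts equal those of the paper. Over all zebrafish genes the same limits gave 3986 genes higher and 1886 lower, and a Wald test against a log2 fold change of 0.58 instead of 0 left 1179 orthologues. In 28.5-rad and 18.5-mel-rad KPNA7 had 2.59 and -0.88 and TUBA4B 2.72 and -1.45 in the authors' deposited table. The ovary marker zp3e had 3.07 and -1.08 there, while SALL4, CCNB2 and NINL had 0.04, 0.62 and 0.57 in 18.5-mel-rad. Ovary and oocyte markers were higher in the same 18.5-mel libraries, so these genes cannot be read as changes of liver cells alone.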

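Cyclin A, cyclin E1, CDK1 and the MCM genes were all much higher in the liver of the torpor group. The authors' deposited table for 18.5-mel gave CCNA1 (ENSDARG00000043236) a log2 fold change of 7.42 (standard error 1.08, q = 2.09e-09), CCNA2 6.81, CCNE1 4.96 (standard error 0.99, q = 1.69e-05), CDK1 (ENSDARG00000087554) 6.18 (standard error 1.33, q = 8.18e-05), MCM2 5.24 (standard error 1.04, q = 1.73e-05), MCM4 4.82 and MCM5 4.72. CCNE2 was not past the threshold in the authors' deposited table, at 1.20 (standard error 1.12, q = 0.472). From these values the fold of CCNA1 was 171 (95% interval 39.4 to 740), that of CDK1 72.6 (11.9 to 442) and that of MCM2 37.8 (9.16 to 156). Of the 71 genes of cell cycle and mitosis, 63 were higher and 2 lower, with a median log2 fold change of 5.97 (bootstrap interval 5.73 to 6.19), and 64 were higher with p adjusted over the list alone (limma cameraPR on the list, adjusted p = 3.14e-34). CCNB2, TPX2 (7.02), CCNB1 (7.10) and AURKA (6.57) led it in the authors' deposited table. Of 42 DNA replication genes 38 were higher, median 3.73 (3.06 to 4.57), cameraPR adjusted p = 1.24e-16. Markers of ovary and oocytes moved with them: 37 of 39 were higher, with a median of 7.02 (6.86 to 7.26), and only ccnb1 is in both this list and that of the cell cycle (cameraPR adjusted p = 6.31e-50). Its leading members in the authors' deposited table were tdrd6 (ENSDARG00000070052, 7.59), zp3e (ENSDARG00000016908, 7.42) and zp3b (6.75).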

Analysis of upregulated genes revealed cell cycle-related processes (GO:0051301, GO:0000280) involving cyclins (*CycA, CycE)* and cyclin-dependent kinases (*CDK1),* along with chromosome maintenance genes (*Mcm2, Mcm4, and Mcm5*). Additionally, while the zebrafish were acclimatised to reduced temperatures, it is understood that cold stress can result in oxidative stress that can damage DNA^38^. 

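The checkpoint kinases ATR, CHEK1 and CHEK2 were higher in the torpor group. The authors' deposited table for 18.5-mel gave ATR (ENSDARG00000079625) a log2 fold change of 1.55 (standard error 0.61, q = 0.0482), CHEK1 5.97 (standard error 1.24, q = 3.85e-05) and CHEK2 4.30 (standard error 0.86, q = 1.72e-05). That is a fold of 2.93 (95% interval 1.28 to 6.74) for ATR, 62.5 (11.7 to 335) for CHEK1 and 19.7 (6.15 to 62.9) for CHEK2. CDKN1C (ENSDARG00000010878) was higher in all 3 treated groups of the authors' deposited table (q = 5.06e-06 here), but its mean normalized count was 11.3 and its log2 fold change went beyond 10, so it was at or near 0 in the control libraries and no size is given. As a whole, the list of p53 signalling and the damage checkpoint did not pass: 12 of its 29 genes were higher and 2 lower, with a median of 0.76 (bootstrap interval -0.19 to 1.75) and a limma cameraPR adjusted p of 0.194. Its leading members in the authors' deposited table were GTSE1 (6.19) and SESN2 (4.35) besides those above. The ovary and oocyte markers, higher in the same libraries, had a larger median than any list of damage response genes.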

Here, we observed increased DNA damage response processes including p53 signalling (KEGG: 04115)^39^, comprised of genes involved in DNA damage sensing (*ATR),* mitotic checkpoint (*Chek1* and *Chek2),* and a cell cycle arrest (*CDKN1C)*. Hence, multiple DNA repair pathways were also upregulated (shown in Fig. 1A,C) including, DNA mismatch repair (KEGG: 03430)^39^ (Figure S2), nucleotide excision repair (KEGG: 03420)^39^ (Figures S3), base excision repair (KEGG: 03410)^39^ (Figure S4) and the homologous recombination pathways (KEGG: 03440)^39^ presented in Figure S5, showing upregulation of genes involved in recognition of double-strand breaks, strand invasion, displacement, and ligation. 

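Genes of homologous recombination, mismatch repair, nucleotide excision repair and base excision repair were all shifted upwards in torpor, most of all those of homologous recombination. Of 36 homologous recombination genes 32 were higher and 1 lower (median log2 fold change 3.73, bootstrap interval 3.12 to 4.62), with BRCA2 (ENSDARG00000079015, 4.61), BLM (5.62), EME1 (6.71) and BARD1 (8.80) first in the authors' deposited table. Mismatch repair had 16 of 21 higher (median 2.59, 2.00 to 3.19), nucleotide excision repair 21 of 38 (median 1.60, 0.77 to 2.35), base excision repair 14 of 21 (median 2.65, 0.51 to 3.81) and the Fanconi pathway 17 of 24 (median 3.24, 2.67 to 4.51). With p adjusted over the list alone these became 32, 19, 25, 14 and 18. The limma cameraPR adjusted p was 2.59e-12 for homologous recombination, 2.95e-07 for mismatch repair, 1.39e-04 for nucleotide excision, 1.61e-04 for base excision and 4.01e-06 for Fanconi. POLD1 (4.62), RPA3 (3.63) and RPA1 (2.98), which also copy DNA, led several of the lists in the authors' deposited table. Without the members that belong to the cell cycle or to replication, the cameraPR adjusted p of nucleotide excision repair was 0.196 and that of base excision repair 0.103. Oocyte genes rose in the same libraries, by a median that exceeded that of every repair list. From cold stress as a source of oxidative damage to DNA and from the damage response genes, the paper reasons that DNA repair was raised too.

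**Figure D1:**
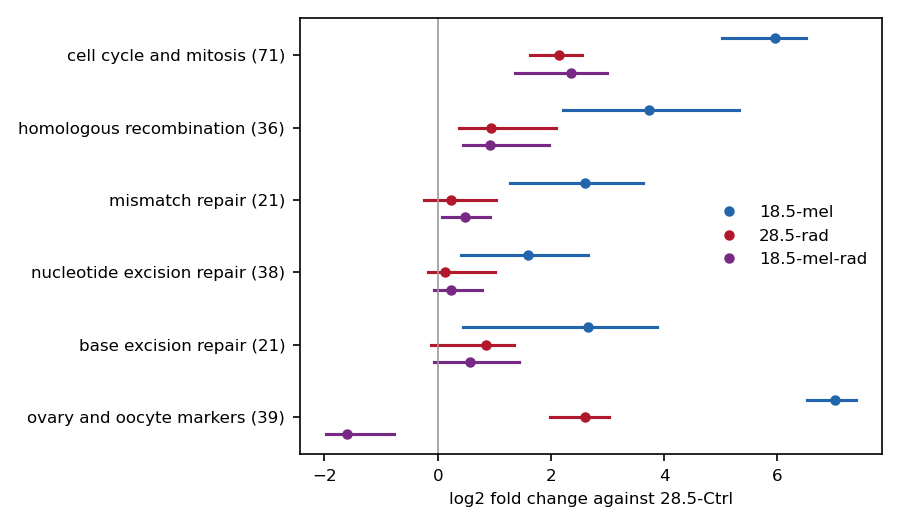
Median log2 fold change (point) and quartiles (bar) of the cell cycle list, 4 DNA repair lists and the ovary and oocyte markers in each treated group against 28.5-Ctrl.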

A protein interaction network containing these genes is presented in Fig. 1B. 

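SIRT6 (ENSDARG00000102963) was higher in the liver of the torpor group. Its log2 fold change in the authors' deposited table for 18.5-mel was 2.05 (standard error 0.64, q = 0.0103), and the fold computed from it was 4.13 (95% interval 1.72 to 9.89). In 28.5-rad and 18.5-mel-rad the values of SIRT6 in the authors' deposited table were 0.18 (q = 0.887) and -0.40 (q = 0.935).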

We also note the upregulation of a sirtuin family member (*SIRT6)* which stimulates homologous/non-homologous repair at double-strand breaks^40^.

**Figure 1:**
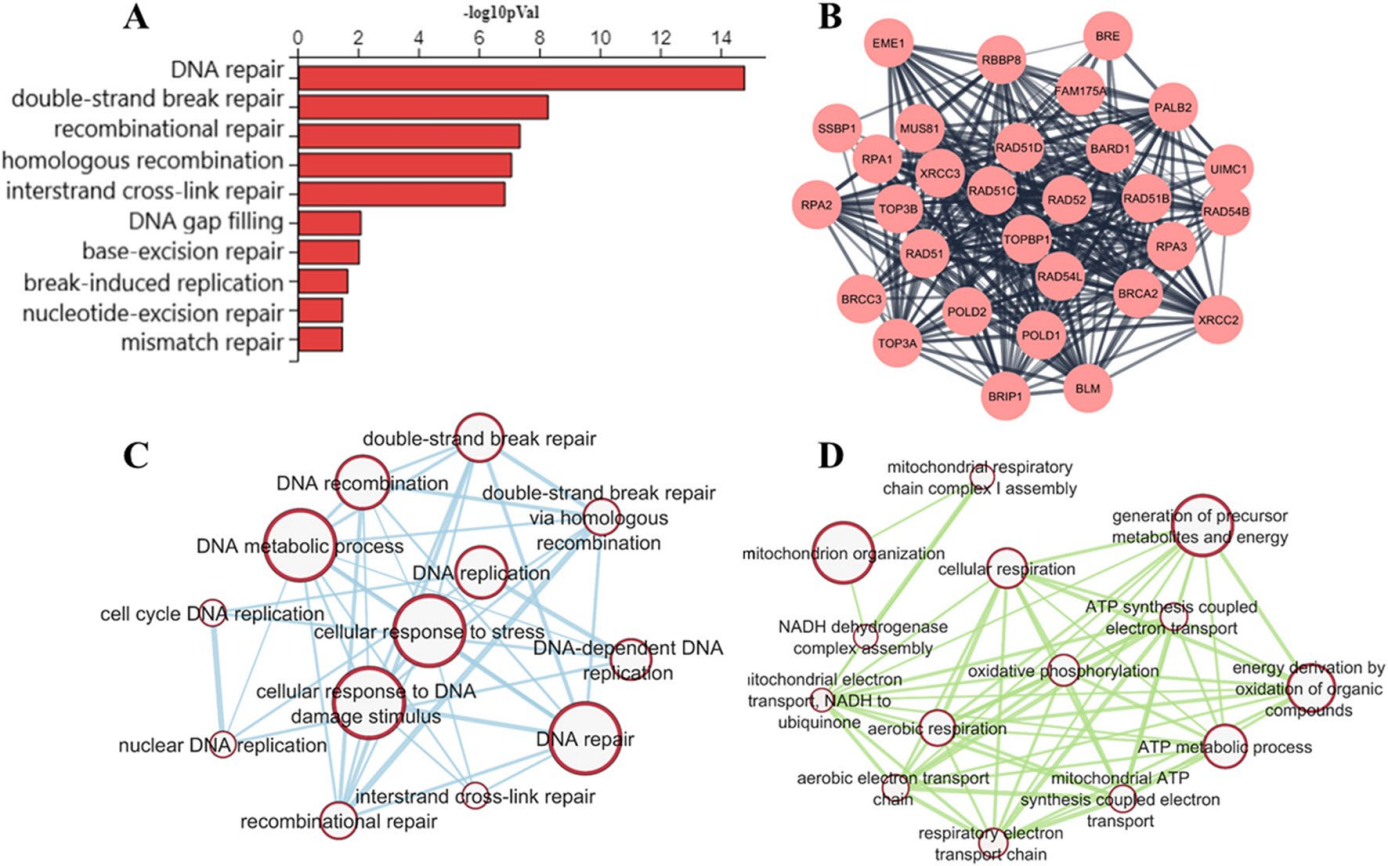
(**A**) Enriched biological processes related to DNA repair pathways including homologous recombination (GO:0000725), base excision repair (GO:0006284), nucleotide excision repair (GO:0006289) and mismatch repair (GO:0006298). (**B**) A protein interaction network generated using STRING of genes differentially expressed in the Homologous recombination pathway (KEGG: 03440)^39^. (**C**) Enrichment map cluster of upregulated gene sets relating to DNA repair processes. (**D**)Enrichment map cluster of downregulated metabolic processes.

It has previously been established that energy reserves, measured by a hepatosomatic index, were found to increase in zebrafish acclimated at 18° C, suggesting decreased energy use at lower temperatures^17^. Consistently, ORA of downregulated genes revealed several metabolic processes (Fig. 1D, Supplementary Table S5) including oxidative phosphorylation (PW:0000034), electron transport chain (ETC) (M39417), glycolysis, gluconeogenesis (M39474), and lipid metabolism including cholesterol metabolism (M39853), Leptin signalling (M39491), and Peroxisomes (M6391). 

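Oxidative phosphorylation was the clearest of the metabolic pathways lower in torpor. Of its 46 genes 20 were lower and 0 higher, with a median log2 fold change of -0.70 (bootstrap interval -0.83 to -0.46, limma cameraPR adjusted p = 2.81e-09). COX4I1 (ENSDARG00000032970) led with -1.34 (standard error 0.35, q = 0.00151) in the authors' deposited table, a fold of 2.52 lower (1.57 to 4.05), followed by NDUFA8 (-1.24) and NDUFB1 (-1.17). Glycolysis and gluconeogenesis had 7 of 17 genes lower, among them SLC2A2 (-1.86) and GAPDH (-1.43) in the authors' deposited table, while PCK1 (ENSDARG00000013522) rose by 6.66. That list's median was -1.06 (-1.56 to 0.96), and its cameraPR adjusted p of 0.0284 became 0.113 at a correlation of 0.05. It lay at the 20.4th percentile of random lists. The tricarboxylic acid cycle had 6 of 23 lower and 3 higher (median -0.57, -1.11 to 0.12, adjusted p = 0.0284, and 0.134 at 0.05 by cameraPR, at the 12.9th percentile of random lists). Of 18 cholesterol genes 6 were lower (median -0.43, -2.50 to 0.34, cameraPR adjusted p = 0.00587, but at the 7.25th percentile of random lists), with CYP51A1 at -5.99 and TM7SF2 at -2.81 in the authors' deposited table. Fatty acid oxidation (4 of 21 lower, median -0.57, cameraPR adjusted p = 0.00465, but at the 17.4th percentile of random lists) and the peroxisome (7 of 36 lower, median -0.44, adjusted p = 0.00275, and 0.0619 at 0.05) lay lower too. Markers of hepatocytes, which express most of these genes, had a median of -1.08 (-1.58 to -0.92), with 5 of 29 lower, 0 with p adjusted over the list alone (cameraPR adjusted p = 3.68e-05, but at the 25.6th percentile of random lists). Random lists were matched on the mean normalized count, and the lists whose percentile is given lay within their central 95%. The paper links the lower expression of metabolic processes to a lower use of energy in the cold.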

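Of the forkhead factors FOXA2 and foxa3 only the latter was lower in torpor at a threshold of 0.1. FOXA2 (ENSDARG00000003411) had a log2 fold change of -1.82 (standard error 0.94, q = 0.153) in the authors' deposited table for 18.5-mel, while foxa3 (ENSDARG00000012788), taken from the table of all genes, had -2.01 (standard error 0.79, q = 0.0482). The fold of foxa3 was 4.02 lower (95% interval 1.37 to 11.8) and that of FOXA2 3.53 lower, with an interval of the log2 fold change that held 0 (-3.67 to 0.03).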

The FOXA2 and FOX3 transcription factor network gene set was also significantly perturbed. *FOXA2* regulates aerobic glycolysis^41^, in line with increased hepatic carbohydrate concentrations found at lower temperatures^17^ while *FOXA3* is important for glucose metabolism and lipid biosynthesis^42^. Similarly, the ribosome pathway (M189) and translation GO term (GO:0006412) were downregulated suggesting the conservation of biochemical energy^43^. Furthermore, immune-related TNF and IL-1 signalling pathways were enriched consistent with suppression of innate and adaptive immunity as seen in hibernating animals^44,45^, as well as JNK activated MAPK pathway which regulates the response to various stressors^46^.

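Cytosolic ribosomal protein genes fell together in torpor, by close to the same factor in each. Of 60 genes 59 were lower, with a median log2 fold change of -3.07 (bootstrap interval -3.10 to -3.01), the narrowest interval of the 50 lists (limma cameraPR adjusted p = 5.80e-44). RPS12 (ENSDARG00000036875) had -3.39 (standard error 0.73, q = 8.66e-05) in the authors' deposited table, and RPL37A -3.28 and RPLP2 -3.21. That is a fold of 10.5 lower (95% interval 3.88 to 28.3) for RPS12. Genes of the aminoacyl-tRNA synthetase list also fell, 10 of 19, with a median of -1.63 (-2.17 to -0.71, cameraPR adjusted p = 1.01e-06). AIMP2, a scaffold protein of the synthetase complex, was in the authors' deposited table among the first (-2.23). The genes of protein folding in the endoplasmic reticulum had 8 of 34 lower and 2 higher (median -0.40, -0.90 to 0.34, cameraPR adjusted p = 0.00944, and 0.103 at a correlation of 0.05, at the 51.8th percentile of random lists). The median fall of the ribosomal proteins was larger than that of the hepatocyte markers. The paper proposes that lower translation conserves energy.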

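Innate signalling genes leaned lower in torpor, with TAB1 and IFIH1 lower and TRADD and TRAF1 higher. The authors' deposited table for 18.5-mel gave TAB1 (ENSDARG00000036613) a log2 fold change of -2.54 (standard error 0.56, q = 1.26e-04), IFIH1 -1.76, TRADD 2.30 (standard error 0.60, q = 0.00137) and TRAF1 3.01. The fold of TAB1 was 5.80 lower (95% interval 2.71 to 12.4). Over the list of TNF, interleukin-1 and innate signalling 10 of 39 genes were lower and 3 higher, the same counts as with p adjusted over the list alone, with a median of -0.64 (bootstrap interval -1.24 to -0.01). Its limma cameraPR adjusted p was 0.00324, and 0.0737 at a correlation of 0.05. The paper relates this to the lowered immunity of hibernators.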

To explore tissue-specific responses to the induced torpor-like state we performed a cross-comparison of differentially expressed genes (DEGs) in the liver with those previously reported in the GIT^37^. ORA of the shared upregulated genes (378, FC + 1.5, *q* 0.1) (Supplementary Table S7) revealed enrichment of the cell cycle, spliceosome, DNA damage response and DNA repair pathways including DNA mismatch repair and nucleotide excision repair. Also upregulated was the *FOXM1* transcription factor network pathway, which is induced in a ROS or hypoxia-dependent manner to initiate proliferation, suppress apoptosis, and promote survival in response to stressors^47,48^. Given these links to hypoxia, we investigated hypoxia-related genes in both tissues. 

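Both hif1al and hif1aa were higher in the liver of the torpor group at a threshold of 0.1. The authors' deposited table for 18.5-mel over all genes gave hif1al (ENSDARG00000100826) a log2 fold change of 1.50 (standard error 0.45, q = 0.00634) and hif1aa (ENSDARG00000006181) 3.63 (standard error 1.61, q = 0.0854). Their folds were 2.83 (95% interval 1.54 to 5.18) and 12.4 (1.38 to 111). The wider list of the hypoxia-inducible factor pathway was not past its threshold, with 3 of 16 genes higher and 2 lower, a median of 0.11 (bootstrap interval -1.08 to 0.96) and a cameraPR adjusted p of 0.313, in the direction of lower. Median and test thus differ in sign.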

We found upregulation of *hif1al* (*q* = 0.006) in the liver and the upregulation of *hif1aa* in both the liver and GIT (*q* = 0.08 & 0.02, respectively). 

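EGLN3 (ENSDARG00000032553) was lower in the torpor group. Its log2 fold change in the authors' deposited table for 18.5-mel was -1.89 (standard error 0.64, q = 0.0182), which is a fold of 3.70 lower (95% interval 1.56 to 8.80). With radiation alone EGLN3 had -1.18 (q = 0.202) in the authors' deposited table.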

We also observed a significant downregulation of the *PHD3* gene (*EGLN3,* FC −1.89, *q* = 0.01) involved in HIF hydroxylation and degradation. ORA of the shared downregulated genes (261, FC −1.5, *q* = 0.1) (Supplementary Table S7) revealed shared downregulation of metabolic processes including glycolysis, gluconeogenesis, pyruvate metabolism, tricarboxylic acid cycle (TCA) cycle, peroxisome pathway, and the ETC, which is central to oxidative phosphorylation.

### Low dose radiation causes a robust change in the expression of immune response genes in zebrafish liver

Exposure to low dose radiation (LDR) during inter-planetary travel is one of the major challenges to maintaining health during spaceflight. To determine the effects of 0.32 Gy of gamma radiation on the zebrafish liver we performed DEA on the radiation compared with the control group (28.5-rad vs 28.5-Ctrl) (Supplementary Table S8) and carried out ORA and impact analysis on the DEGs (Supplementary Table S9 & S10). 

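Far fewer genes were called with radiation at 28.5 °C than in torpor. Ovary and oocyte markers were higher in the libraries of both groups, and enterocyte markers in those of 28.5-rad. The counts thus cannot be read as changes of liver cells alone. The liver of 28.5-rad (3 libraries) was compared with that of 28.5-Ctrl by the authors in the same DESeq2 fit. Sample labels and Table 1 give the dose as 32.64 cGy and the methods give 32.68 cGy. At q of 0.1 or less and a log2 fold change of 0.58 or more in size, the authors' deposited table for 28.5-rad holds 543 orthologues higher and 159 lower. Over all zebrafish genes it holds 1691 higher and 364 lower. Among the higher orthologues with a mean normalized count of 50 or more, those with the smallest p in the authors' deposited table were NOSTRIN (ENSDARG00000077866), SMIM24 and SLC26A1, each with log2 fold changes beyond 10, followed by SLC5A1 (ENSDARG00000013871, 8.39 (standard error 1.67, q = 2.07e-04)) and ITGB4 (ENSDARG00000028507, q = 2.21e-04), also beyond 10. From its standard error the fold of SLC5A1 lay between 34.4 to 3253, so its size is known only within a factor of about 100. Counts moved with the limits: 443 with p adjusted over every orthologue, 418 over those with a mean normalized count of 50 or more, 349 at q of 0.05, and 78 in a Wald test against 0.58.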

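Of the genes that carry out necroptosis and apoptosis, the adaptors TRADD and FADD were higher after radiation and the kinases RIPK1 and RIPK3 were not past the threshold. The authors' deposited table for 28.5-rad gave TRADD (ENSDARG00000036057) a log2 fold change of 2.13 (standard error 0.57, q = 0.0103), FADD 0.97 (standard error 0.32, q = 0.0461), RIPK1 0.39 (q = 0.701) and RIPK3 1.09 (q = 0.668). The fold of TRADD was 4.38 (95% interval 2.03 to 9.46) and that of FADD 1.96 (1.26 to 3.03). Over the list 3 of 20 genes were higher, 5 with p adjusted over the list alone, and 0 lower, with a median of 0.34 (bootstrap interval -0.22 to 0.92). It did not pass its test (limma cameraPR adjusted p = 0.434). TRADD was higher in torpor as well.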

Upregulated genes (542, FC + 1.5, *q* ≤ 0.1) revealed cell death-related pathways such as necroptosis (KEGG: 04217, KEGG: 04216, GO:0048102)^39^. This was accompanied by the wound healing response (GO:0009611 GO:0042060) (shown in Fig. 2), and involved the upregulation of a plasminogen activator, *Plau*. 

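The plasminogen activator PLAU was higher after radiation, while most other genes of coagulation had negative values. PLAU (ENSDARG00000039145) had a log2 fold change of 8.38 (standard error 2.18, q = 0.00861) in the authors' deposited table for 28.5-rad, a fold of 334 with a 95% interval of 17.4 to 6432. It was the only one of 24 genes of coagulation and complement past the threshold. The list had a median of -0.80 (bootstrap interval -1.24 to 0.05) and a limma cameraPR adjusted p of 0.0478, or 0.190 at a correlation of 0.05. It lay at the 17.0th percentile of random lists matched on the mean normalized count, within their central 95%. In 18.5-mel PLAU had 1.46 (q = 0.701) and in 18.5-mel-rad 0.45 (q = 0.996) in the authors' deposited table. Markers of enterocytes, which line the gut, rose by a median of 5.72 in the same 28.5-rad libraries. The paper reads the higher wound healing terms as a companion of cell death.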

Lipid transport and metabolism were also perturbed (GO:0006869, GO:0016042, Fig. 2C), along with the PPAR signalling pathway involving *FABP2*, *CD36*, and *SLC27A4*, consistent with studies demonstrating spaceflight-induced lipid accumulation in the liver^32^. Similarly, the results suggest disturbed liver function with upregulation of *ABCC4,* which functions in bile acid secretion. 

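FABP2, CD36 and SLC27A4 were all higher in the liver libraries of irradiated fish, and so were markers of the intestine. The authors' deposited table for 28.5-rad gave FABP2 (ENSDARG00000006427) a log2 fold change of 5.87 (standard error 1.29, q = 0.00108), CD36 (ENSDARG00000032639) 9.24 (standard error 2.40, q = 0.00861) and SLC27A4 (ENSDARG00000017047) 6.10 (standard error 1.69, q = 0.0146). Their folds were 58.6 (95% interval 10.2 to 338), 603 (23.2 to 15657) and 68.7 (6.88 to 686). Of 22 genes of lipid transport and uptake 6 were higher and 0 lower (median 0.56, bootstrap interval -0.67 to 2.29), which was not past the threshold (limma cameraPR adjusted p = 0.251). Of 41 enterocyte markers 25 were higher, 27 with p adjusted over the list alone, and 0 lower (median interval 3.26 to 7.14, cameraPR adjusted p = 8.28e-16). SLC5A1, cldn15la (ENSDARG00000016081, 7.70) and the gut chitinase chia.1 (ENSDARG00000100635, 9.08) were among them in the authors' deposited table. FABP2 itself belongs to both lists, as do 2 further genes, mttp and fabp6. Without these 3 genes the median of lipid transport was -0.08 (-0.83 to 1.28), with a cameraPR p of 0.576, a step chosen after the result was seen. The paper ties the higher lipid transport to the lipid gain of the liver reported in spaceflight.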

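The transporter ABCC4 was higher after radiation and also in torpor. ABCC4 (ENSDARG00000058953) had a log2 fold change of 4.26 (standard error 1.18, q = 0.0148) in the authors' deposited table for 28.5-rad, and 4.00 (standard error 1.29, q = 0.0129) in that for 18.5-mel. The folds were 19.1 (95% interval 3.83 to 95.8) and 16.0 (2.76 to 92.2). Of 12 genes of bile acid synthesis and transport 3 were higher after radiation, with ABCB4 (2.07) and KLB (7.80) beside it in the authors' deposited table, and 0 lower. The list was not past its threshold (median 0.93, bootstrap interval -0.78 to 2.39, limma cameraPR adjusted p = 0.506). Hepatocyte markers had a median of -1.46 (-1.61 to -1.31) in 28.5-rad, with 0 of 29 past 0.1 and 23 lower at q of 0.4 (cameraPR adjusted p = 7.62e-13). From ABCC4 the paper proposes disturbed liver function.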

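PFKFB3, LDHA and PCK1 were higher after radiation, but glycolysis as a list was not. The authors' deposited table for 28.5-rad gave PFKFB3 (ENSDARG00000001953) a log2 fold change of 5.12 (standard error 1.28, q = 0.00552), LDHA (ENSDARG00000101251) 6.27, PCK1 3.66 and PKLR -1.66 (standard error 0.62, q = 0.0810). The fold of PFKFB3 was 34.8 (95% interval 6.15 to 197). Of 17 genes of glycolysis and gluconeogenesis 3 were higher and 1 lower, with a median of -0.35 (bootstrap interval -0.84 to 1.20) and a limma cameraPR adjusted p of 0.778. Set against each other, torpor minus radiation had a median of -0.61 (-1.06 to 0.20), with 1 gene higher and 3 lower (cameraPR on the differences, adjusted p = 0.0202, or 0.0864 at a correlation of 0.05). These differences used variances rebuilt from the deposited standard errors, which share 1 control group.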

Carbohydrate metabolism which is known to be upregulated in response to stress^49^ was also enriched in contrast to the induced torpor group (GO:0044262, GO:1901135, Fig. 2A), which involved upregulation of the glycolic enzyme gene *PFKFB3*. Immune-related GO terms were also upregulated including, immune cell activation (GO:0046649), differentiation (GO:0002292), proliferation (GO:0032943), and cell adhesion (GO:0007159) (shown in Fig. 2B). Furthermore, fibrogenic GO terms were upregulated such as fibroblast growth factor (GO:0071774) and fibroblast activation (GO:0072537). This was supplemented by the extracellular matrix (ECM) receptor interaction pathway involving the upregulation of collagen and laminin genes (*COL6A2, LAMB4*) that comprise the ECM, as well as cell adhesion with laminin and integrin genes (*ITGB4, LAMB4*), indicative of cell remodelling.

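Lymphocyte genes were higher in the irradiated liver libraries, and markers of several immune cells with them. Of 38 genes of lymphocyte activation 15 were higher and 0 lower, 27 higher with p adjusted over the list alone, with a median log2 fold change of 2.74 (bootstrap interval 2.22 to 3.21, limma cameraPR adjusted p = 6.94e-12). RUNX3 (ENSDARG00000052826) led with 5.64 (standard error 1.30, q = 0.00199) in the authors' deposited table, a fold of 49.7 (8.54 to 289.8), with ZAP70 (6.89), PRDM1 (3.68) and BCL11B (7.04). T and NK markers, which share 8 genes with that list, had 7 of 21 higher (median 2.77, adjusted p = 2.0e-06), macrophage markers 2 of 24 (median 1.54, 0.00324) and neutrophil markers 3 of 16 (median 1.96, 0.00631), all by cameraPR. With log2 fold changes in place of Wald statistics, macrophage and neutrophil markers were not past 0.05. Innate signalling had 7 of 39 higher and 0 lower (median 0.47, 0.31 to 0.97), with IRF7 (2.38) and IRF1 (4.39) in the authors' deposited table, and a cameraPR adjusted p of 0.00227, or 0.0619 at a correlation of 0.05. Markers of pancreatic endocrine and enteroendocrine cells were higher too, 13 of 35, with a median of 5.01 (2.73 to 5.87, cameraPR adjusted p = 1.48e-15), as were those of enterocytes.

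**Figure D2:**
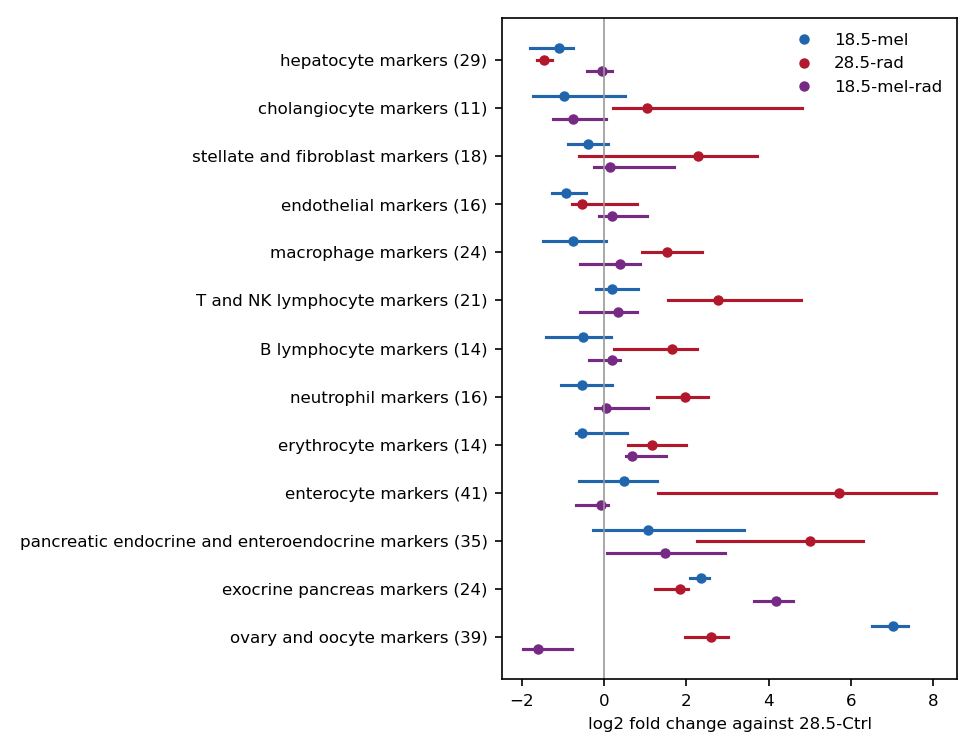
Median log2 fold change (point) and quartiles (bar) of the marker lists of liver, blood and neighbouring tissues in each treated group against 28.5-Ctrl.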

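COL6A2, LAMB4 and ITGB4 were higher after radiation, whereas other integrins were lower. COL6A2 (ENSDARG00000061436) had a log2 fold change of 3.65 (standard error 1.42, q = 0.0925) in the authors' deposited table for 28.5-rad, LAMB4 6.74 (standard error 2.33, q = 0.0548), ITGB5 -1.62 (standard error 0.44, q = 0.0112) and ITGA9 -2.36, and ITGB4 went beyond 10. The fold of COL6A2 was 12.6 (95% interval 1.82 to 86.8) and that of LAMB4 107 (4.50 to 2545). In the list of extracellular matrix genes, laminins and integrins 4 of 31 were higher and 2 lower, with a median of 0.91 (bootstrap interval 0.43 to 2.29), and its test was not past 0.05 (limma cameraPR adjusted p = 0.158). With log2 fold changes in place of Wald statistics the cameraPR adjusted p was 0.00283. Stellate and fibroblast markers had 4 of 18 higher and 1 lower (median 2.30, -0.58 to 3.70, cameraPR adjusted p = 0.330), with des (ENSDARG00000005221) and acta2 (4.05) first in the authors' deposited table. The enterocyte markers of the same libraries had a larger median. The paper takes the matrix genes as a sign of remodelling.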

**Figure 2:**
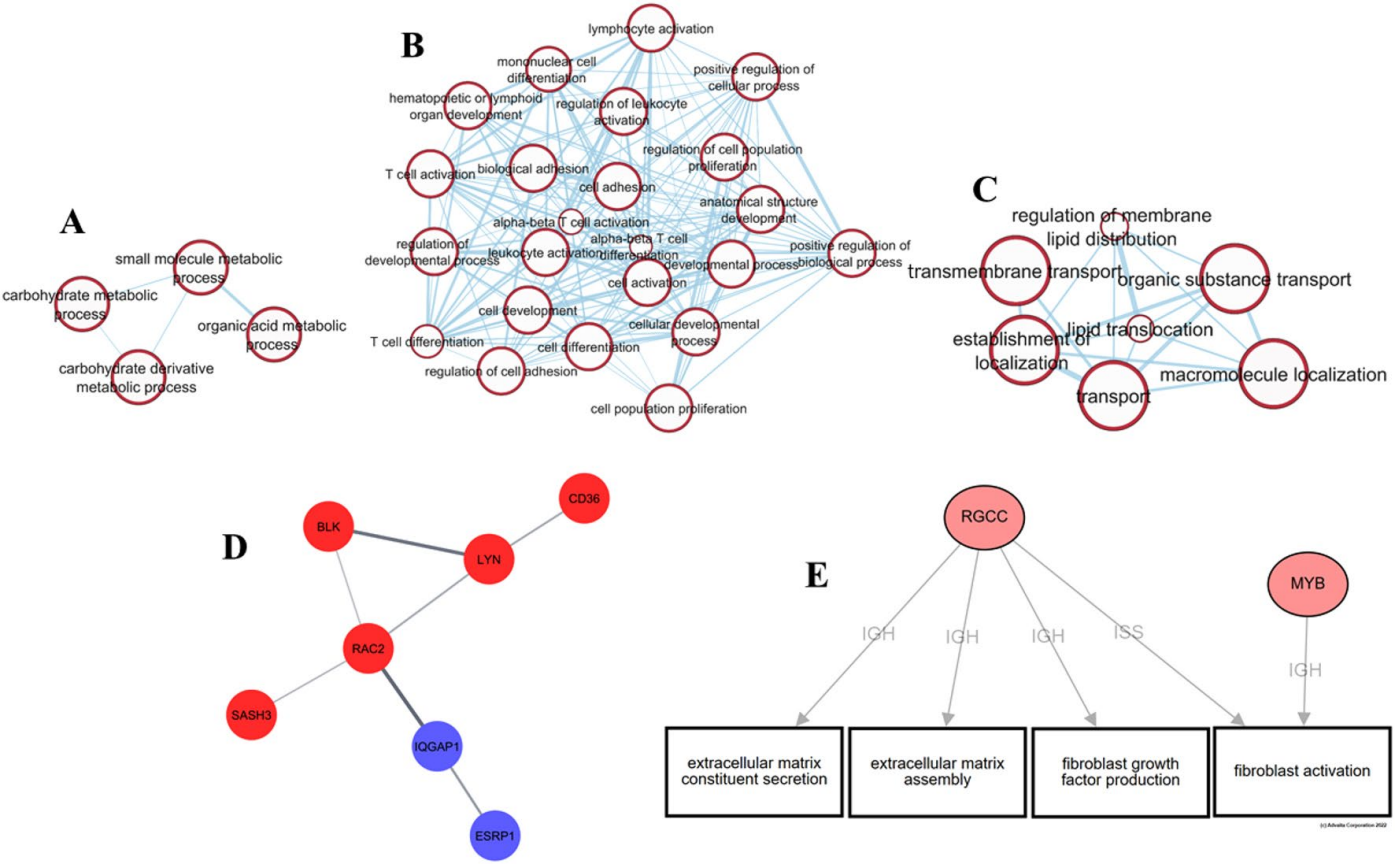
(**A**) Enrichment map of genes upregulated in response to radiation showing GO terms related to carbohydrate metabolism. (**B**) GO terms upregulated in response to radiation, showing enrichment of several immune-related processes such as lymphocyte, leucocyte, and T cell activation (generated using Enrichment map). (**C**)Enrichment map of genes upregulated in response to radiation showing changes in lipid transport. (**D**) Protein interaction map generated using STRING of genes from the GO term of immune effector process GO term (GO:0002699) (red) with genes from the response to fibroblast growth factor (GO:0071774) (blue). (**E**) iPathwayGuide network constructed with genes from the Immune processes GO term and BP terms related to ECM and fibroblast activation.

Liver fibrogenesis is mediated in an immune and inflammatory-dependent manner^50^ whereby TGF-β stimulates EMC production by initiating the epithelial-mesenchymal transition (EMT) of hepatocytes leading to the acquisition of mesenchymal properties capable of producing ECM proteins^51^. These results showed enrichment of TGF-β secretion (GO:0038044) and cytoskeleton organisation (GO:0051493, GO:0051125, GO:0110053), suggesting cell remodelling associated with epithelial-mesenchymal plasticity. 

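The genes of TGF-beta and of epithelial to mesenchymal transition showed no shared rise after radiation. The authors' deposited table for 28.5-rad gave tgfb1b (ENSDARG00000034895) a log2 fold change of 0.89 (standard error 0.60, q = 0.364) and tgfb1a -0.38 (standard error 0.50, q = 0.691), neither past the threshold. Their log2 intervals, -0.27 to 2.06 and -1.36 to 0.61, held 0. Of 18 genes in the list 0 were higher and 2 lower, the protocadherins PCDH12 (-1.47) and PCDH17 (-1.87) in the authors' deposited table, with a median of -0.08 (bootstrap interval -0.87 to 0.68, limma cameraPR adjusted p = 0.194). The same 2 were lower with p adjusted over the list alone. From the enriched terms the paper proposes plasticity between epithelial and mesenchymal states.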

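RAC2 and IQGAP1 were both higher in the irradiated liver. The authors' deposited table for 28.5-rad gave RAC2 (ENSDARG00000038010) a log2 fold change of 3.27 (standard error 1.07, q = 0.0422) and IQGAP1 (ENSDARG00000078888) 2.74 (standard error 0.94, q = 0.0520). Folds were 9.65 (95% interval 2.25 to 41.4) and 6.69 (1.88 to 23.9). IQGAP1 was higher in torpor as well, at 3.24 (q = 0.0107) in the authors' deposited table, where RAC2 had 0.87 (q = 0.641). RAC2 is expressed in white blood cells, and markers of T and NK lymphocytes, macrophages and neutrophils were higher as lists in the same libraries.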

Using STRING, we identified protein interactions between *RAC2,* from immune effector process GO term (GO:0002699) and *IQGAP1* from the response to fibroblast growth factor GO term (GO:0071774) as seen in Fig. 2D. *RAC2* is involved in cell polarity while *IQGAP2* interacts with cell adhesion molecules, and signalling molecules involved in cell morphology and motility. Additionally, network analysis with genes involved in the immune process and GO terms involved in ECM and fibroblast activation suggest that *RGCC* and *MYB* play roles in linking these processes. 

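RGCC and MYB were higher after radiation, while IQGAP2 stayed short of the threshold. The authors' deposited table for 28.5-rad gave RGCC (ENSDARG00000035810) a log2 fold change of 4.11 (standard error 1.54, q = 0.0798), MYB (ENSDARG00000053666) 6.88 (standard error 2.13, q = 0.0305) and IQGAP2 -0.54 (standard error 0.52, q = 0.567). The folds were 17.2 (95% interval 2.13 to 139) for RGCC and 117 (6.54 to 2111) for MYB. From network analysis the paper proposes that both link the immune and the fibroblast terms.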

Downregulated GO terms (159, FC -1.5, *q* ≤ 0.1) included cell growth (GO:0016049), carbohydrate metabolism (GO:0005975), and cell and neuron morphogenesis (GO:0035239, GO:0048812, GO:0048858).

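Aminoacyl-tRNA synthetases, ribosomal proteins and peroxisomal genes lay lower after radiation, beside the small GTPase RND2. Of the 159 orthologues lower at q of 0.1 or less in the authors' deposited table for 28.5-rad, RND2 (ENSDARG00000070735, -4.13 (standard error 0.75, q = 1.51e-05)), TBC1D9B (ENSDARG00000043627, -1.73), NBAS (-2.40) and LMLN2 (-9.33) were among the first. RND2 was lower by a fold of 17.5 (95% interval 6.36 to 48.3). Of 19 genes of the aminoacyl-tRNA synthetase list 4 were lower and 11 with p adjusted over the list alone, with a median of -1.06 (bootstrap interval -1.40 to -0.64, limma cameraPR adjusted p = 5.00e-07), EPRS1 (-1.40) and IARS1 (-2.03) first in the authors' deposited table. No ribosomal protein gene passed singly, 28 of 60 did at q of 0.4, and their median was -0.93 (-0.96 to -0.89, cameraPR adjusted p = 1.94e-12). Peroxisomal genes (median -0.26, 2 of 36 lower) and those of fatty acid oxidation (median -0.32, 1 lower and 1 higher of 21) had cameraPR adjusted p of 0.00934 and 0.0180, or 0.105 and 0.102 at a correlation of 0.05. Fatty acid oxidation lay at the 46.6th percentile of random lists. Hepatocyte markers lay lower by more than any of these lists.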

Again, a comparison was made between DEGs of the LDR groups of the liver (FC ± 1.5, *q* ≤ 0.1) and GIT (FC ± 1.5, *q* ≤ 0.4) to look for shared responses (Supplementary Table S11). Performing ORA on genes revealed shared upregulation of cell cycle checkpoints GO terms (PW:0000096, PW:0000385) as well as in lipid metabolism (GO:0006629), ABC and sodium-glucose transporters (M11911, PW:0000561), and the renin-angiotensin system (M17636).

### Induced torpor + radiation leads to a mixed phenotype

To determine whether an induced torpor-like state would be protective against LDR we exposed an induced torpor group to 0.32 Gy of gamma radiation and compared transcriptomic responses with the control group (18.5-mel-rad vs 28.5-Ctrl) (*q* ≤ 0.4) (Supplementary Table S12). 

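Fewer genes were called against the control in torpor with radiation than with either alone, although more libraries were sequenced. The group 18.5-mel-rad had 4 libraries from fish kept and treated as in 18.5-mel and irradiated as well, and the authors compared it with the same 2 libraries of 28.5-Ctrl. At the threshold the paper uses here, q of 0.4 or less, as many as 40% of the genes called may be false, so the calls at 0.1 are given beside it. With a log2 fold change of 0.58 or more in size, the authors' deposited table for 18.5-mel-rad holds 304 orthologues higher and 165 lower at 0.4, and 80 and 35 at 0.1. Because the deposited tables compare each group only with 28.5-Ctrl, differences between treated groups were computed here from the log2 fold changes, with the variance of the shared controls taken out by rebuilding it from the standard errors of the 3 comparisons. In these Wald tests, at a Benjamini-Hochberg adjusted p of 0.1, 18.5-mel-rad lay higher than 18.5-mel in 1466 genes and lower in 3867, and higher than 28.5-rad in 770 and lower in 2359. In simulated counts with 200 changed genes, close to 1 in 4 calls of this test were false (26.4% for 18.5-mel-rad against 18.5-mel and 21.2% against 28.5-rad). Far more genes were called in the data, where the share of false calls is not known. With the comparisons taken as independent, which ignores the shared controls, 1035 and 3 genes remained.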

The resulting 473 DEGs were subjected to ORA and impact analysis (Supplementary Table S13 & S14). 

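Without a floor on the fold change, 473 orthologues had q of 0.4 or less, 306 higher and 167 lower, and with the floor of 1.5-fold 469 did. First among those higher with a mean normalized count of 50 or more in the authors' deposited table for 18.5-mel-rad were LANCL1 (ENSDARG00000013741, 2.66 (standard error 0.46, q = 1.18e-05)), the clock repressor NR1D1 (ENSDARG00000033160, 3.40), NUP37 (2.10), MTA1 (2.02) and LONRF1 (1.48). With the same limit on the count, PHYKPL (ENSDARG00000040566, -1.47 (standard error 0.25, q = 6.68e-06)), TG (-4.61), MAP3K6 (-2.90), EML1 (-3.73) and FAXDC2 (-1.76) came first among those lower in the authors' deposited table. The fold of LANCL1 was 6.32 (95% interval 3.37 to 11.8) and that of PHYKPL 2.77 lower (1.97 to 3.89). PHYKPL was among the first of the lower genes of torpor as well. The count was 83 at q of 0.05 and 36 in a Wald test against a log2 fold change of 0.58, and over all zebrafish genes it was 1062. Markers of the exocrine pancreas had a median of 4.19 (bootstrap interval 3.80 to 4.45) in 18.5-mel-rad, with 0 of 24 higher at 0.1, 4 at 0.4 and 17 with p adjusted over the list alone (limma cameraPR adjusted p = 1.71e-10).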

Similar to the radiation group we observed upregulation of GO terms including a response to ionising radiation (GO:0010212), DNA damage checkpoints (GO:0000077), and cell cycle arrest (GO:0045930). This involved the upregulation of a CDK inhibitor (*CDKN1C)* and the downregulation of *CDK19*, which was validated with qPCR (*p* = 0.05) (Fig. 3). 

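CDKN1C was higher and CDK19 lower in torpor with radiation, as in each treatment alone. CDK19 (ENSDARG00000043858) had a log2 fold change of -2.49 (standard error 0.52, q = 7.83e-04) in the authors' deposited table for 18.5-mel-rad, -3.53 in that for 18.5-mel and -1.52 (q = 0.0467) in that for 28.5-rad. Its fold with both treatments was 5.62 lower (95% interval 2.77 to 11.4). CDKN1C had q of 1.53e-05 in the authors' deposited table, but with few counts and a log2 fold change beyond 10 no size is given. The list of p53 signalling and the damage checkpoint was not past its threshold: 1 of 29 genes were higher at 0.1, 4 higher and 1 lower at 0.4, and the median was 0.16 (bootstrap interval -0.07 to 0.37, limma cameraPR adjusted p = 0.201). The paper likens these terms to those of radiation alone.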

Changes to the circadian rhythm GO term (GO:0007623) involved the upregulation of *PER2, NR1D1,* and the downregulation of *PER3;* consistent with previous work relating radiation exposure to alterations in the circadian rhythm^52^. 

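NR1D1 and PER2 were higher and PER3 lower in torpor with radiation. The authors' deposited table for 18.5-mel-rad gave PER2 (ENSDARG00000034503) a log2 fold change of 0.85 (standard error 0.24, q = 0.0488), PER3 (ENSDARG00000010519) -1.62 (standard error 0.37, q = 0.00267) and NR1D1 a q of 1.67e-05. Folds were 10.5 (95% interval 4.66 to 23.8) for NR1D1, 1.80 (1.29 to 2.51) for PER2 and 3.08 lower (1.87 to 5.06) for PER3. In the authors' deposited table, NR1D1 was higher in 28.5-rad (3.12, q = 2.31e-04) and in 18.5-mel (2.37, q = 0.00446), whereas PER3 was lower in 18.5-mel (-2.19) and level in 28.5-rad (0.01). Of 12 clock genes 2 were higher and 1 lower at 0.1, with a median of 0.96 (bootstrap interval -0.37 to 1.94, limma cameraPR adjusted p = 0.110), against 1.21 (0.01 to 3.15, adjusted p = 0.0284, or 0.0987 at a correlation of 0.05) in 28.5-rad. The hour at which the fish were sampled is not given in the sources used here.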

Developmental GO terms of the liver (GO:0001889) and hepatobiliary system (GO:0061008) were enriched as well as the positive regulation of bile acid biosynthetic and metabolic processes (GO:1904,253) indicating perturbed liver function. 

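Bile acid genes and hepatocyte markers were close to the control in torpor with radiation. Of 12 genes of bile acid synthesis and transport 0 were higher or lower at 0.1, with 1 higher when p was adjusted over the list alone, a median log2 fold change of 0.05 (bootstrap interval -0.20 to 0.53) and a limma cameraPR adjusted p of 0.529. ABCC4, at 3.13 (standard error 1.13, q = 0.198), and CYP7A1 (ENSDARG00000069018), at 2.59 (q = 0.475), led it in the authors' deposited table for 18.5-mel-rad, and the fold of ABCC4 was 8.74 (95% interval 1.89 to 40.5). Hepatocyte markers had a median of -0.05 (-0.34 to 0.07), with 0 of 29 past 0.1 or 0.4 (cameraPR adjusted p = 0.506). The paper reads terms of liver development and bile acids as a sign of perturbed liver function.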

The results also indicate an increase in carbohydrate metabolism (GO:0044262), including upregulation of *GALK1* and enrichment of acetyl-CoA metabolism (GO:0006084)*.*

**Figure 3:**
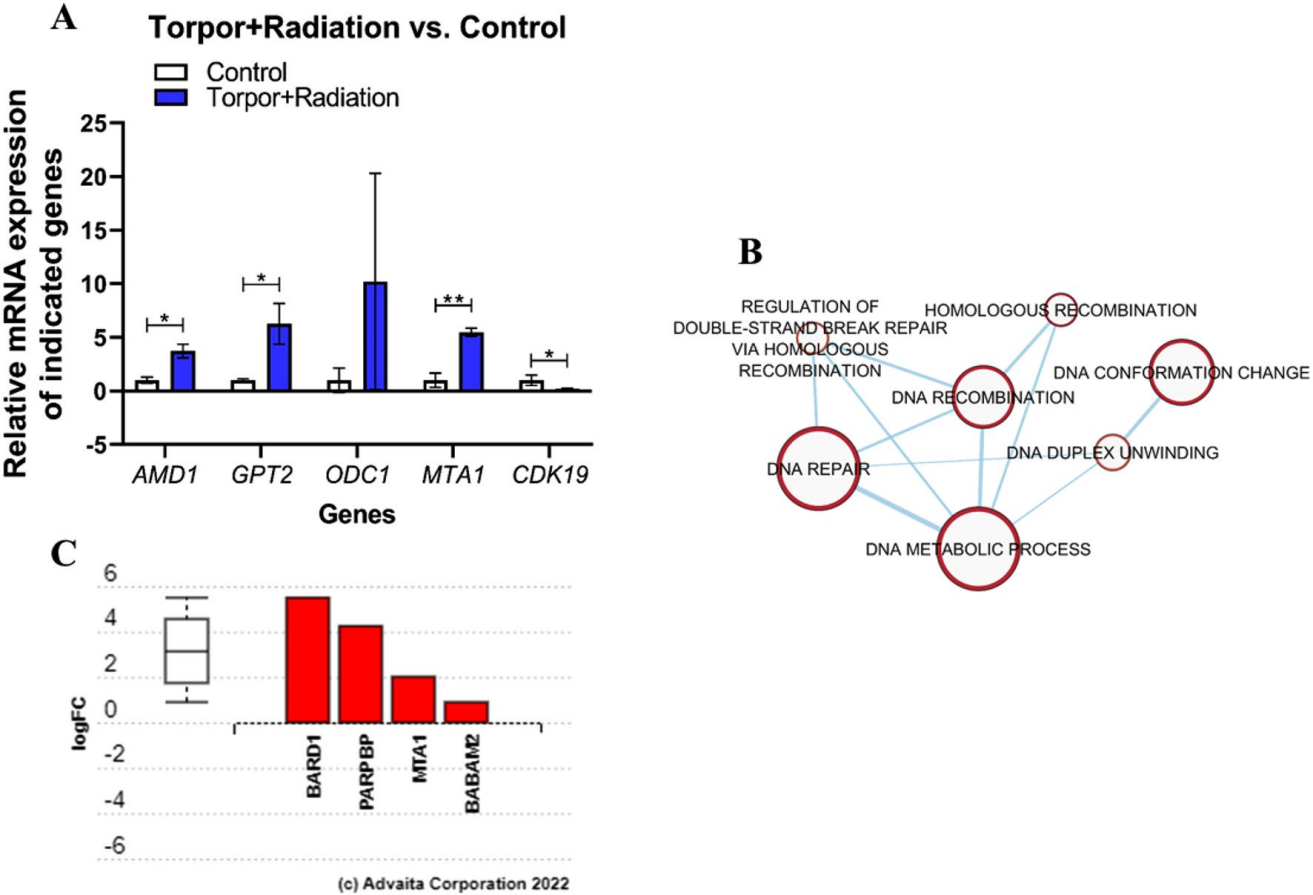
(**A**) Gene expression in the induced torpor + radiation (18.5-mel-rad) group compared to that in the control (28.5-Ctrl) group. The figure shows the relative increase in AMD1 (*p* = 0.012), *GTP1* (*p* = 0.034), *ODC1* (*p* = 0.309), and *MTA1* (*p* = 0.0022) expression compared to the control. *ODC1* shows a trend towards increased expression in the torpor + radiation group vs control (28.5-Ctrl). *CDK19* shows decreased expression compared to the control group (*p* = 0.05) *p ≤ 0.05 and ** ≤ 0.01. (**B**) Enrichment map showing that genes related to DNA repair-related biological processes such as homologous recombination are upregulated relative to the control group. (**C**) Bar plot showing differential expression of DNA repair process genes in induced torpor + radiation vs control. *BARD1* and *PARPBP* show strong upregulation in the induced torpor + radiation condition.

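BARD1 and PARPBP were higher in torpor with radiation, and higher still in torpor alone. BARD1 (ENSDARG00000076733) had a log2 fold change of 5.49 (standard error 1.64, q = 0.0667) in the authors' deposited table for 18.5-mel-rad and PARPBP (ENSDARG00000029944) 4.25 (standard error 1.22, q = 0.0488). The folds were 45.0 (95% interval 4.83 to 418) and 19.1 (3.62 to 100.3). With torpor alone PARPBP had 7.00 (q = 5.44e-06) in the authors' deposited table, and with radiation alone 3.11 (q = 0.108) where BARD1 had 4.61 (q = 0.0686). The difference between 18.5-mel-rad and 18.5-mel was -3.31 (standard error 0.77, adjusted p = 3.43e-04) for BARD1 and -2.74 (standard error 0.93, adjusted p = 0.0249) for PARPBP in the Wald test on the log2 fold changes.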

However, results much like that of the induced torpor-only group were present. We noted the enrichment of GO terms related to cell division (GO:0051301, GO:0000082, GO:0044770, GO:0051304), including Aurora B and Aurora A signalling pathways (M7963, M14, M242), which are important for chromosomal segregation^43^. Likewise, several DNA repair-related processes (GO:0006281) were upregulated (Fig. 3B) involving the expression of *BABAM2, MTA1,* and *PARPBP* genes (Fig. 3C). 

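Cell division genes were higher in torpor with radiation than in the control, but far below their level in torpor alone and close to that of radiation alone. Of 71 genes of cell cycle and mitosis 5 were higher at 0.1, 41 at 0.4 and 50 with p adjusted over the list alone, with a median log2 fold change of 2.36 (bootstrap interval 2.19 to 2.60, limma cameraPR adjusted p = 1.04e-25). TTK (ENSDARG00000041361, 4.02 (standard error 1.13, q = 0.0436)), TOP2A (3.41) and CDK1 (4.15) led in the authors' deposited table for 18.5-mel-rad. AURKB had 2.22 (standard error 0.98, q = 0.397) and AURKA (ENSDARG00000012485) 0.69 (q = 0.912) in the authors' deposited table, so of the 2 only AURKB passed 0.4, by a fold of 4.67 (95% interval 1.23 to 17.8). Against 18.5-mel the list had a median difference of -3.13 (-3.62 to -2.89), with 56 genes lower and 2 higher (cameraPR on the differences, adjusted p = 4.10e-17), and against 28.5-rad 0.37 (0.14 to 0.49, adjusted p = 0.178). After radiation alone it had 14 of 71 higher, 47 with p adjusted over the list alone, and a median of 2.14 (1.98 to 2.42, cameraPR adjusted p = 6.13e-12). Ovary and oocyte markers lay below the control in 18.5-mel-rad, with a median of -1.61 (-1.86 to -1.07) and 1 of 39 lower at 0.1 (cameraPR adjusted p = 2.11e-10), and above it in 28.5-rad, with a median of 2.60 and 15 higher (adjusted p = 1.70e-13).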

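BABAM2 and MTA1 were higher in torpor with radiation, and so were genes of homologous recombination as a list. BABAM2 (ENSDARG00000038863) had a log2 fold change of 0.89 (standard error 0.24, q = 0.0221) in the authors' deposited table for 18.5-mel-rad and MTA1 (ENSDARG00000007198) 2.02 (standard error 0.38, q = 1.25e-04). That is a fold of 1.86 (95% interval 1.35 to 2.56) and of 4.04 (2.40 to 6.81). MTA1 was higher in torpor alone, at 2.74 (q = 3.51e-08), and not with radiation alone, at 0.32 (q = 0.669), in the authors' deposited table. Of 36 homologous recombination genes 2 were higher at 0.1 and 4 at 0.4, and 2 with p adjusted over the list alone, with a median of 0.92 (bootstrap interval 0.62 to 1.48, limma cameraPR adjusted p = 8.37e-06). Base excision repair had a median of 0.58 (-0.04 to 1.32) and an adjusted p of 0.0415 by cameraPR, which was 0.159 at a correlation of 0.05 and 0.767 without members shared with the cell cycle or replication. In 28.5-rad the homologous recombination list had a median of 0.94 (0.53 to 1.40), 2 genes higher and a cameraPR adjusted p of 0.0115, or 0.114 at 0.05. The paper places these repair processes beside those of torpor alone.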

The qPCR analysis of the *MTA1* gene also showed a significant increase in the expression of *MTA1* (*p* = 0.0022) (Fig. 3A) in the torpor + radiation group compared to the control. Additionally, the hypoxia-related FOXM1 transcription factor network (M176) was enriched. Furthermore, the results also point to the biosynthesis and metabolism of polyamines such as spermidine and putrescine that involve upregulation of *AMD1* and *OCD1.* The quantification of *AMD1* by qPCR confirmed a significant increase in expression in the torpor + radiation group compared to the control group (*p* = 0.012, Fig. 3). 

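Genes of the FOXM1 network were higher as a list in torpor with radiation, while FOXM1 itself was short of the threshold. FOXM1 (ENSDARG00000003200) had a log2 fold change of 2.60 (standard error 1.27, q = 0.484) in the authors' deposited table for 18.5-mel-rad, with a log2 interval of 0.11 to 5.09. Of 28 genes of the network 2 were higher at 0.1, 8 at 0.4 and 8 with p adjusted over the list alone, with a median of 0.71 (bootstrap interval 0.37 to 1.61, limma cameraPR adjusted p = 0.00141). CENPF (2.95) and GTSE1 (2.56) followed TOP2A and CDK1 in the authors' deposited table, and all 4 act in cell division. The list was high with radiation alone too. Its median Wald statistic lay at the 99.97th percentile of random lists in 28.5-rad and at the 99.74th in 18.5-mel-rad.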

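AMD1 and ODC1, at the head of polyamine synthesis, were higher in torpor with radiation. The authors' deposited table for 18.5-mel-rad gave AMD1 (ENSDARG00000043856) a log2 fold change of 1.93 (standard error 0.41, q = 0.00123) and ODC1 (ENSDARG00000007377) 3.35 (standard error 0.88, q = 0.0221). Their folds were 3.81 (95% interval 2.17 to 6.68) and 10.2 (3.06 to 33.8). The polyamine list had 2 of 8 genes higher, 3 with p adjusted over the list alone, and a median of 0.67 (bootstrap interval 0.11 to 1.93, limma cameraPR adjusted p = 5.32e-04). OAZ1 (1.52, q = 0.103), an inhibitor of ODC1, was the next gene in the authors' deposited table.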

Q-PCR of *ODC1* showed a trend towards an increase in expression, although the results were not significant (*p* = 0.309, Fig. 3). The ORA of the downregulated genes showed GO terms related to protein translation and folding in the endoplasmic reticulum (GO:0043038, GO:0034975), as well as mitochondrial membrane genes (GO:005741, GO:0031968).

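Aminoacyl-tRNA synthetases and ribosomal proteins lay lower as lists in torpor with radiation, and folding in the endoplasmic reticulum did not pass. Of 19 genes of the aminoacyl-tRNA synthetase list 0 were lower at 0.1, 8 at 0.4 and 9 with p adjusted over the list alone, with a median log2 fold change of -0.96 (bootstrap interval -1.29 to -0.67, limma cameraPR adjusted p = 8.54e-09). KARS1 (ENSDARG00000103799) led with -1.40 (standard error 0.45, q = 0.118) in the authors' deposited table for 18.5-mel-rad, a fold of 2.63 lower (1.42 to 4.88), followed by IARS1 (-1.99). Ribosomal proteins had a median of -0.65 (-0.70 to -0.59) with 0 of 60 past 0.1 or 0.4 singly (cameraPR adjusted p = 1.67e-09). Against torpor alone they lay higher in 59 of 60 genes, with a median difference of 2.40 (2.38 to 2.43, cameraPR adjusted p = 9.91e-34). Of 34 folding genes 0 were lower at 0.1 and 3 at 0.4, among them HSP90B1 (-2.14, q = 0.126) in the authors' deposited table, with a median of -0.15 (-0.56 to 0.36, cameraPR adjusted p = 0.197).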

A direct comparison of DEGs between the torpor + radiation and the radiation-only group (*q* ≤ 0.4) was made to determine unique and shared responses (Supplementary Table S15). It revealed shared upregulation of 195 genes, most of which played a role in the positive and negative regulation of the cell cycle (GO:0140014 GO:0045841), as well as polyamine metabolism and DNA repair (GO:0070531). 

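The genes higher both after radiation alone and in torpor with radiation included many of mitosis, and whether their number exceeds what shared controls give was left open. Among the 7740 orthologues with a q-value in both comparisons, 195 were higher in both at q of 0.4 or less, from 305 and 1726 higher in either. Independent lists of these sizes would share 68.0, but both comparisons use the same 2 control libraries. In 100 simulations of unchanged groups with those controls, lists of the same sizes shared 234 on average and 212 to 252 in all, a choice of size made after the data had been seen. With the p-values at which the calls were made as limits instead, such groups shared 55.9 on average and 73 at most, so the 2 simulations place the 195 on opposite sides. Of the 71 genes of cell cycle and mitosis 39 were among the 195 (Fisher's exact test, adjusted p = 2.44e-43), of the 27 in the FOXM1 network 7 (5.86e-05), and of 8 polyamine genes 3, AMD1, OAZ1 and ODC1 (0.00937). Homologous recombination had 4 of 36 (BABAM2, BARD1, RAD51AP1 and RAD51B, adjusted p = 0.107). Fisher's test takes genes as independent and does not account for the shared controls, which could move the genes of a list together. These p-values thus leave open what the controls account for. At q of 0.1 or less in both, 32 genes remained. Ovary and oocyte markers were not part of what the 2 groups shared, being higher in 28.5-rad and lower in 18.5-mel-rad. Markers of pancreatic endocrine and enteroendocrine cells were higher as a list in both. Their median Wald statistic lay at the 100th percentile of random lists in 28.5-rad and at the 99.98th in 18.5-mel-rad.

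**Figure D3:**
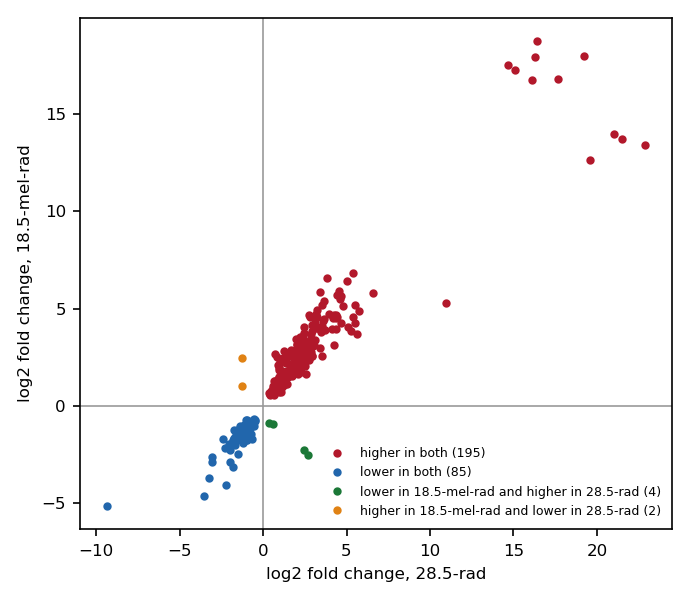
Log2 fold changes against 28.5-Ctrl of the 286 orthologues called at q of 0.4 or less in both 28.5-rad and 18.5-mel-rad, coloured by direction.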

Next, 85 downregulated DEGs were shared which were involved in protein synthesis (GO:0043038). 

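The genes lower in both groups included 8 of the 19 genes of the aminoacyl-tRNA synthetase list. Of the 7740 orthologues, 85 were lower in both 28.5-rad and 18.5-mel-rad at q of 0.4 or less, where independent lists of 167 and 978 genes would share 21.1. Simulated lists of these sizes from unchanged groups with the same controls shared 112 on average, 96 to 125 in all, and those at the p-values of the calls 55.0, 70 at most, which leaves open what the controls account for. The list members in this set included AARS1, EPRS1, GARS1, IARS1, KARS1 and NARS1, and AIMP2, a scaffold protein of the synthetase complex (Fisher's exact test, adjusted p = 3.63e-10). That test takes genes as independent and does not account for the shared controls, which could move the genes of a list together. In 28.5-rad AARS1 (ENSDARG00000069142) had a log2 fold change of -1.67 (standard error 0.73, q = 0.138) and in 18.5-mel-rad -1.69 (standard error 0.69, q = 0.325) in the authors' deposited table. At q of 0.1 or less 14 genes remained. No ribosomal protein gene was in the set, because none passed 0.4 in 18.5-mel-rad.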

Four genes were upregulated in the radiation group and downregulated in the torpor + radiation group which suggests increased innate immune signalling (*RSAD2*), an anti-inflammatory gene (*IKBKE*) the expression of which is stimulated by pro-inflammatory ligands such as TNFα, IL-1β, IFN-γ and LPS^53^, a PPARγ activator (*EDF1*) and a cyclin gene (*CCNP*). 

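RSAD2, IKBKE, EDF1 and CCNP were higher with radiation alone and lower with torpor added at 0.4, though none passed 0.1 in both. The authors' deposited table gave RSAD2 (ENSDARG00000004952) a log2 fold change of 2.69 (q = 0.106) in 28.5-rad and -2.55 (q = 0.340) in 18.5-mel-rad, IKBKE 0.62 (0.333) and -0.91 (0.355), EDF1 0.34 (0.370) and -0.91 (0.00851), and CCNP 2.42 (0.0842) and -2.25 (0.314). The difference of 18.5-mel-rad from 28.5-rad was -5.24 (adjusted p = 1.13e-05) for RSAD2, -1.53 (4.16e-04) for IKBKE, -1.25 (4.08e-07) for EDF1 and -4.67 (5.07e-06) for CCNP in the Wald test between the groups, which repeats the choice of these genes for their opposite calls. Independent lists would share 37.2 genes of this kind, whereas the shared controls make opposite calls rare (0.4 genes on average and 3 at most in simulated lists of the same sizes). From RSAD2 the paper proposes increased innate immune signalling.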

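KIF25 and PDP1 were the 2 genes higher with torpor added and lower with radiation alone. KIF25 (ENSDARG00000017532) had a log2 fold change of 2.47 (standard error 0.81, q = 0.124) in 18.5-mel-rad and -1.28 (standard error 0.88, q = 0.380) in 28.5-rad, and PDP1 (ENSDARG00000076308) 1.04 (standard error 0.45, q = 0.374) and -1.27 (standard error 0.48, q = 0.0811), in the authors' deposited table. Between these groups they differed by 3.75 (standard error 0.73, adjusted p = 6.61e-05) and 2.31 (standard error 0.40, adjusted p = 5.57e-06) in the Wald test on the log2 fold changes, which repeats the choice of these genes for their opposite calls.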

Genes upregulated in the torpor + radiation group and downregulated in the radiation group were a kinesin (*KIF25*), and a pyruvate dehydrogenase phosphatases subunit (*PDP1*), (Supplementary Table S16).

A comparison of liver genes with those of the GIT (Supplementary Table S17) showed a shared upregulation of the circadian rhythm pathway (M95), amino acid metabolism (M39570), signs of both cell cycle arrest (GO: 0033048, GO: 0051784) and cell division (GO: 0051301). Analysis of the shared downregulated genes indicates a shared decrease in TCA cycle activity.

### Temperature and melatonin meta-analysis

To dissect the transcriptomic effects of temperature and melatonin we performed a systems-level meta-analysis. First, a gene-wise comparison was made with the DEGs of the temperature + radiation group (Supplementary Table S18)(*q* ≤ 0.4), with the radiation group (*q* ≤ 0.1)(18.5-rad vs 28.5-rad) to find temperature-mediated effects. The comparison found 390 DEGs unique to the temperature + radiation group taken to reflect the effects of temperature (Supplementary Table S19). The ORA of the 215 upregulated DEGs in this group indicates that the temperature was leading to the changes observed in mitosis and the cell cycle (GO: 0000280, GO: 1903047) (Table S18). Downregulated genes suggest temperature dependent changes in the TCA cycle (1,270,121), mitochondrial-related genes (GO: 0098798, GO: 0005743), and translational GO terms (M14691) as expected (Table S20).

We next sought to dissect the effects of melatonin from the model through a gene-wise comparison, performed with the DEGs in the temperature + melatonin-radiation group and the temperature + radiation group (18.5-mel-rad vs 18.5-rad) (q ≤ 0.4), focusing on those that were found to be unique to the 18.5-mel-rad group after comparison (Supplementary Table S21). ORA results from the 161 DEGs unique to the temperature + melatonin-radiation group were further filtered by comparisons with ORA results from the radiation group and those defined as temperature-driven changes (temperature + radiation vs radiation, Table S20) (Supplementary Table S22). Thus, it’s considered that melatonin is leading to increased acetyl-CoA metabolism (GO: 0006637), nucleoside monophosphate metabolism (GO: 0009162), axon regeneration (GO: 0031103), and spindle organisation (GO: 0051294). Downregulated genes were involved in DNA damage checkpoints (GO: 2000003), midbrain morphogenesis (GO: 1904693), the negative regulation of T cell proliferation/morphogenesis (GO: 0045620), and tight junctions (GO: 0061689).

### Phenotypic end point analysis

Behavioural studies of zebrafish acclimated at 18 °C have previously found a decrease in locomotion^54^. This was supported in our previous work showing that acclimation at 18 °C with the addition of melatonin also led to reductions in locomotion as determined by activity scores in comparison to control groups^37^. These activity scores were generated by tracking the active swimming time, velocity, and time spent by the zebrafish at the bottom or the upper part of the beaker where higher activity scores represent a more balanced use of space, with more frequent movement between the bottom and upper part of the beaker, whereas lower activity scores indicate less movement and more time sent at the bottom of the beaker. We performed a phenotypic end-point analysis by determining the correlation of activity score and DEGs in both the radiation and torpor + radiation groups. First, normality tests of the rlogged DEGs in the radiation group revealed 650 normally distributed genes and 38 not normally distributed genes (Supplementary Table S23). Normality tests on the torpor + radiation DEGs revealed 437 normally distributed genes and 36 non-normally distributed genes (Supplementary Table S24). QQ plots of these genes can be seen in Figure S6. Spearman’s correlation analysis of the remaining 38 non-normally distributed radiation genes and 36 Torpor + radiation genes revealed no correlation. Pearson’s correlation analysis of normally distributed radiation genes found a correlation of 68 genes with the activity scores, 12 of which showed a positive correlation while 56 were negatively/inversely correlated with activity scores. Eleven genes in the torpor + radiation group were correlated, 3 were positively correlated while the remaining eight were negatively correlated. Gene expression values were reappended to the correlated genes (Supplementary Table S25 & S26) and used for ORA analysis (Supplementary Table S27 & S28), the results of which are summarised in Fig. 4.

**Figure 4:**
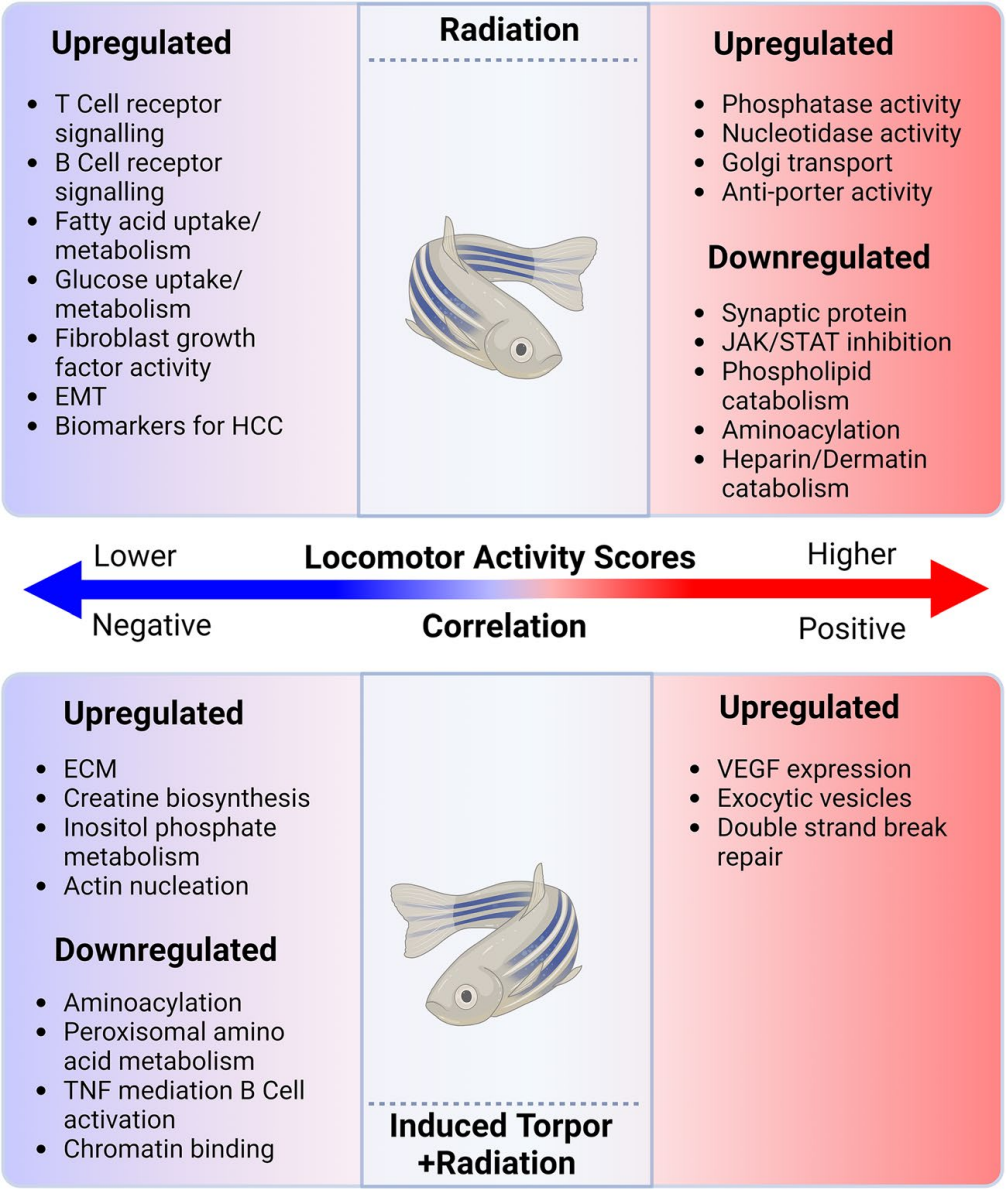
Genes correlated with locomotor activity scores in the radiation and torpor + radiation groups. This schematic shows that increased activity scores in the radiation group are correlated to an upregulation of genes involved in biological processes such as nucelotidase activity, Golgi transport and phagocytosis, and a downregulation of growth, endocytosis, aminoacylation and heparin catabolism related genes. Genes correlated with lower activity scores in the group are associated with immune-related processes such as hemopoiesis, mononuclear cell differentiation, and B cells receptor signalling. In the torpor + radiation group genes correlated with higher activity scores are associated with VEGF expression, exocytic vesicles, and double strand break repair. Genes correlated with decreased activity are correlated with ECM, actin nucleation, creatine biosynthesis and inositol phosphate and a downregulation of genes involved in aminoacylation, amino acid metabolism, B cell receptor activation and chromatin binding. Created with BioRender.com.

In the radiation group, ORA of genes positively correlated with locomotor activity suggests roles in diacylglycerol diphosphate/phosphatidate phosphatase activity (*PLPP5*), nucleotidase activity (*NT5DC1*), Golgi transport (*SLC35E1, GOLM2*), and anti-porter activity (*SLC35E1*). While ORA of the downregulated genes suggests decreased aminoacylation (*GARS1*), a structural synaptic gene (*DLG1*), heparin/dermatan sulfate catabolism (*IDUA*), JAK/STAT inhibition (*SOCS2*), and phospholipid catabolism (*PLBD2*). On the other hand, genes inversely correlated with activity scores point to the upregulation of genes involved in B cell and T cell receptor signalling (*MALT1, PTPN6, NFATC2, MAP4K1, REL),* EMT (*ITGB4*), fibroblast growth factor activity (*KLB*), fatty acid uptake/metabolism (*FABP2, SUGCT, LTA4H*), glucose utilisation (*GNPDA1, NEUROD1, SCGN, SLC2A12, SH2D3A, PIK3C2G*), DNA repair (*BARD1*), and gene biomarkers for hepatocellular carcinoma (HCC) (*HELLS, PIWIL2, TROAP*). Similarly, in the torpor + radiation group, upregulated genes positively correlated with activity suggest increased docking of exocytic vesicles (*EXOC1*)*,* double-strand break repair (*BABAM2*), and downregulation of *VEGF* expression (*MAP3K6*). Genes that were negatively correlated or related to decreased activity indicate upregulation of the ECM (*VWA5B2),* creatine biosynthesis (*GATM),* inositol phosphate metabolism *(INPP1),* and actin nucleation *(CORO1B*), suggesting cytoskeleton remodelling. Downregulated genes were involved in aminoacylation *(IARS1),* peroxisomal amino acid metabolism *(LONP2),* chromatin binding *(CRAMP1)* and TNF-mediated B cell activation *(TNFSF13B)* indicating a muted immune response (Fig. 4).

### Comparison of induced torpor in zebrafish with hibernating grizzly bear reveals shared responses

We sought to explore any shared responses between our hypometabolic model in the zebrafish with that seen during the natural hypometabolic state during torpor of a hibernating animal. Thus, a cross-comparison was performed with DEGs from the zebrafish-induced torpor group (vs control) and those generated from hibernating grizzly bear liver vs control, (Supplementary Table S29). We identified 54 shared genes (*q* ≤ 0.1) shown in Fig. 5A (Supplementary Table S30) and summarised in Fig. 6. Twenty of these genes were upregulated, four were downregulated, and the rest were dysregulated between the groups.

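The 54 genes that changed in zebrafish torpor and in bear hibernation went in opposite directions about as often as in the same. Of the 54 genes with q of 0.1 or less in both species, 20 were higher in both, 4 lower in both, 22 higher only in zebrafish and 8 lower only in zebrafish. That is 24 genes in the same direction, 44.4% (95% interval 30.9 to 58.6), as chance alone could give (binomial test, p = 0.497). At q of 0.05 in both species 14 of 30 genes had the same direction (46.7%, binomial p = 0.856). The zebrafish values came from the deposited table for 18.5-mel and those of the bear from the paper's supplementary table. Ovary and oocyte markers were higher in these 18.5-mel libraries, so the zebrafish genes named below cannot be read as changes of liver cells alone. The full table of the bear was held only in part, so the number to be shared by chance was not computed.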

**Figure 5:**
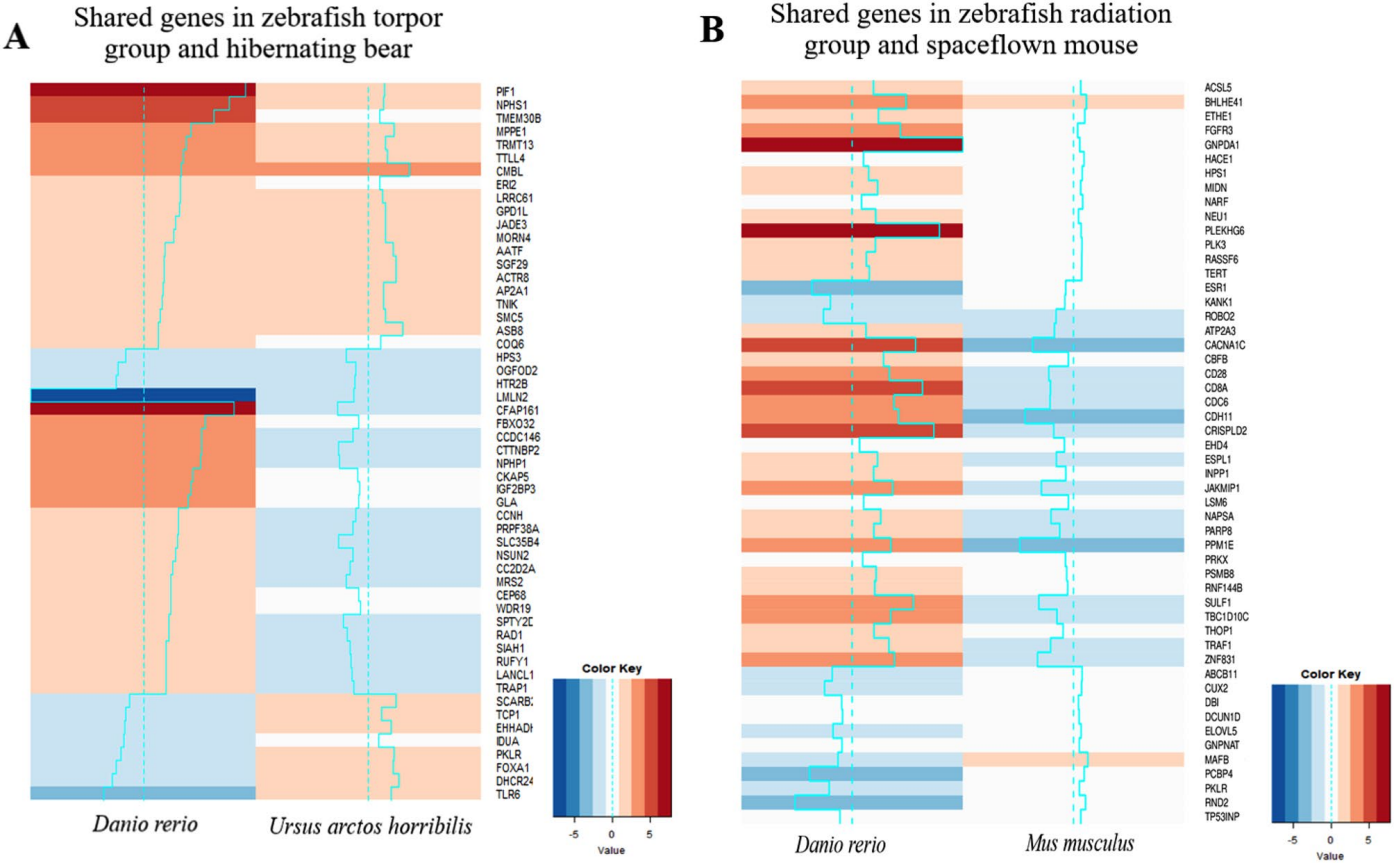
(**A**) Comparison of zebrafish torpor and hibernating bear genes. A heat map of the 54 shared genes between the zebrafish torpor group and the hibernating bear showing their direction of expression relative to the active controls (**B**) Heat map of the 52 shared genes between the zebrafish radiation group and the space flown mouse liver showing their direction of expression (red = upregulated, blue = downregulated).

**Figure 6:**
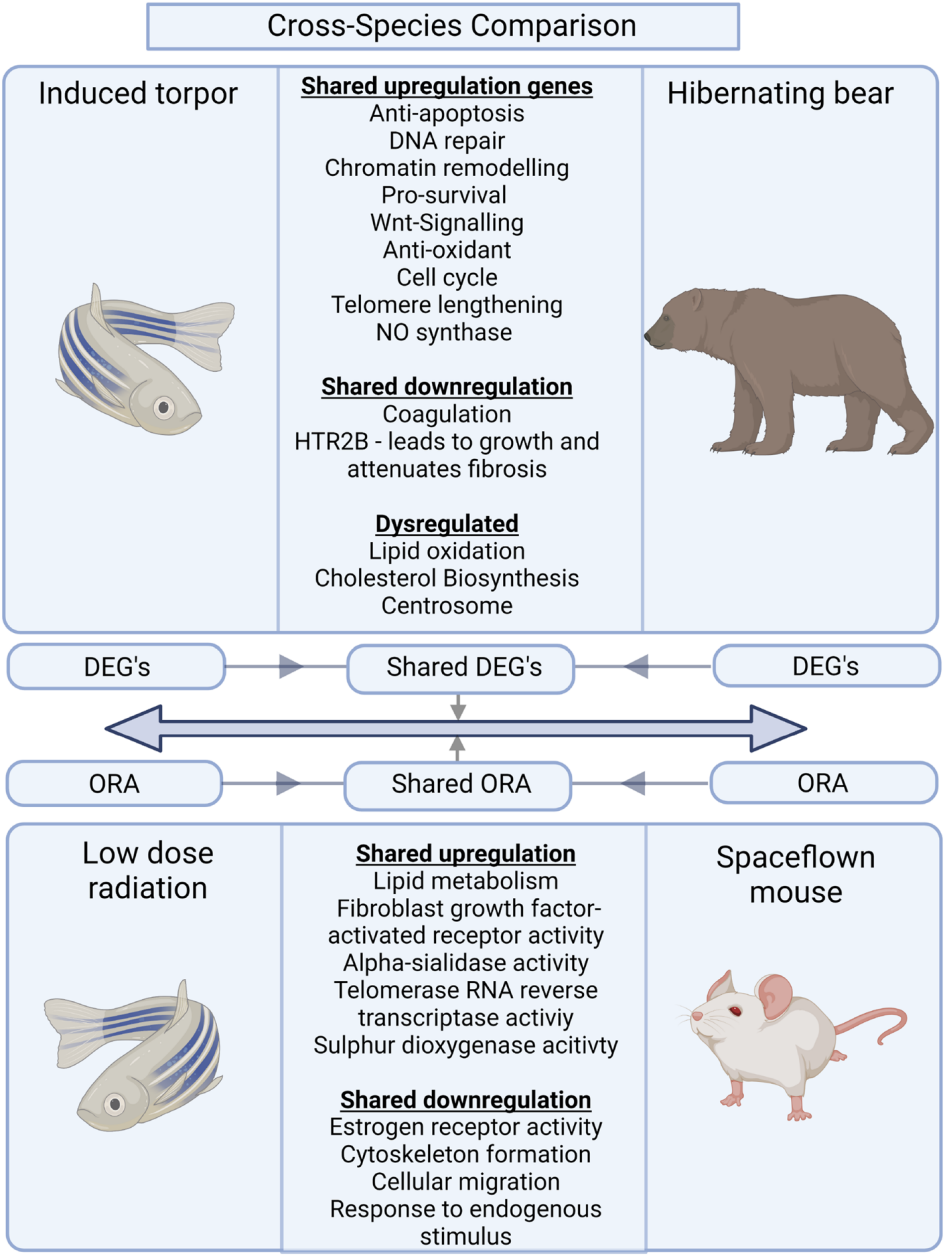
Comparison of our zebrafish radiation group vs space flown mouse and the zebrafish induced torpor group vs hibernating bear. The results between the zebrafish radiation model and the space flown mouse show shared upregulation of genes involved in sulphur dioxygenase activity, telomerase RNA reverse transcriptase, alpha-sialidase activity, and fibroblast growth factor receptor activity. Shared downregulated genes included the estrogen receptor (*ESR1*), and genes involved in cytoskeleton formation and cellular migration. Additionally, shared biological processes included lipid metabolism and response to endogenous stimuli. Comparison of the torpor group versus the hibernating bear showed shared upregulation of anti-apoptotic genes, DNA repair genes, pro-survival genes, antioxidant genes, and Wnt signaling. Shared downregulated genes included anticoagulant genes, while dysregulated genes were involved in lipid oxidation and cholesterol synthesis. Furthermore, shared BP included a response to ROS, cell cycle checkpoints, telomere lengthening, and nitric oxide synthase. Created with BioRender.com.

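AATF (ENSDARG00000025467) was higher in torpor. Its log2 fold change was 1.51 (standard error 0.53, q = 0.0239) in the authors' deposited table for 18.5-mel, beside 1.70 in the bear according to the paper's supplementary table. The fold in zebrafish was 2.85 (95% interval 1.39 to 5.88). Survival genes as a list were not past their threshold in torpor: 10 of 20 were higher, led by API5 (2.04) and BAG4 (2.42) in the authors' deposited table, 2 were lower, and the median was 1.07 (bootstrap interval -0.21 to 2.02, limma cameraPR adjusted p = 0.220).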

We noted the shared upregulation of *AATF,* which is involved in inhibiting p53-mediated induction of apoptotic genes after DNA damage suggesting shared anti-apoptotic pathways^55^. DNA repair genes were also shared, including *ACTR8* which plays a role in ssDNA synthesis during double-strand breaks during homologous recombination^56,57^. Similarly, a structural maintenance complex gene, *SMC5,* with roles in homologous recombination, was also upregulated^58^ as well as *PIF1*, a DNA synthesis stimulator during break-induced replication^59^. 

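PIF1 had the largest fold in zebrafish of the repair genes shared with the bear. The authors' deposited table for 18.5-mel gave ACTR8 (ENSDARG00000103610) a log2 fold change of 1.39 (standard error 0.51, q = 0.0306), SMC5 (ENSDARG00000044282) 1.17 (standard error 0.40, q = 0.0188) and PIF1 (ENSDARG00000020289) 7.09 (standard error 1.06, q = 5.19e-09). Folds were 2.61 (95% interval 1.31 to 5.20), 2.25 (1.31 to 3.87) and 136 (32.4 to 575). The bear values in the paper's supplementary table were 1.89, 1.18 and 1.09. Ovary and oocyte markers had a median of 7.02 in the same 18.5-mel libraries, close to the value of PIF1, so its fold cannot be read as a change of liver cells alone.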

Other genes upregulated in both datasets were involved in chromatin remodelling including (*SGF29)*, which has been implicated in promoting cell survival under ER stress^60^, as well as, *JADE3*, with a role in histone acetylation found to be induced by Wnt/β-catenin signalling^61^. Interestingly, we also found shared upregulation of *TNIK*, involved in the activation of Wnt-signalling and known to promote proliferation or differentiation^62^. 

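Chromatin and Wnt-related genes and COQ6 were higher in torpor by moderate folds. SGF29 (ENSDARG00000002339) had a log2 fold change of 1.39 (standard error 0.53, q = 0.0395) in the authors' deposited table for 18.5-mel, JADE3 (ENSDARG00000019614) 2.22 (standard error 0.49, q = 1.42e-04), TNIK 1.25 (standard error 0.56, q = 0.0852) and COQ6 0.99 (standard error 0.28, q = 0.00350). Folds ran from 1.99 (95% interval 1.36 to 2.90) for COQ6 to 4.66 (2.38 to 9.09) for JADE3. In the bear the supplementary table gives 1.88, 1.19, 1.07 and 0.84.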

We also report upregulation of *COQ6* in both datasets, involved in the biosynthesis of coenzyme Q10, a potent antioxidant shown in zebrafish to protect against ROS-induced apoptosis^63^. Genes downregulated in both species included *HPS3*, a gene involved in dense granule formation with a role in coagulation that could help prevent blood clotting at reduced temperatures^63^. Similarly, *HTR2B* was downregulated: its experimental antagonism has been shown to attenuate fibrosis during liver injury^64^.

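HPS3 and HTR2B were lower in both species. HPS3 (ENSDARG00000015749) had a log2 fold change of -1.28 (standard error 0.58, q = 0.0955) and HTR2B (ENSDARG00000115925) -1.94 (standard error 0.76, q = 0.0463) in the authors' deposited table for 18.5-mel. The folds were 2.43 lower (95% interval 1.10 to 5.36) and 3.83 lower (1.37 to 10.7). In the bear they had -1.59 and -0.93 according to the supplementary table of the paper. EHHADH went in opposite directions, -1.29 in the authors' deposited table against 1.59 in the bear. From HTR2B the paper draws a link to less fibrosis.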

A comparison of the shared biological processes (shown in Supplementary Table S31, *p* < 0.05) suggested the shared negative regulation of ROS generation (GO: 1903427) and positive regulation of nitric oxide synthase (GO: 0051000). Cell cycle processes were also returned showing shared meiotic cell cycle checkpoint (GO: 0033313), protein localization to kinetochore (GO: 0034501), and processes related to telomere lengthening (GO: 0032210, GO: 1904356, GO: 0010833). We also observed an over-representation of processes linked to cell projection assembly (GO: 0030031, GO: 0120031, GO: 0060271) and calcitonin family receptor signalling pathway (GO: 0097646).

### Low dose radiation in zebrafish compared with space flown mouse liver

Finally, we wanted to compare the response to radiation in the zebrafish with that of space flown mouse liver using the NASA Genelab database (GLDS-47). The space flown mouse data had 220 DEGs (*q* ≤ 0.4) (Supplementary Table S32), again examined using ORA (*q* ≤ 0.4, Supplementary Table S33). A cross-comparison was used to find shared genes (Supplementary Table S34, Fig. 5B), which were also subject to ORA (Table Supplementary S35). It revealed 52 shared orthologues and the shared upregulation of genes involved in fibroblast growth factor-activated receptor activity *(FGFR3)* (GO:0005007), suggesting radiation-induced fibrogenesis, and *NEU1* involved in cell migration. 

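Fewer of the genes shared with the space-flown mouse went in the same direction than in opposite ones. Of 52 genes with q of 0.4 or less in both, 14 were higher in both, 3 lower in both, 24 higher only in the irradiated zebrafish and 11 lower only there. Thus 17 genes, 32.7% (95% interval 20.3 to 47.1), had the same direction (binomial test, p = 0.0175). The test takes genes as independent, but lymphocyte genes such as CD8A and CD28, higher only in zebrafish, rose in the same 28.5-rad libraries. Its p-value may thus be too small. At q of 0.1 in the zebrafish 4 of 14 genes did, with p of 0.180 in the binomial test. FGFR3 (ENSDARG00000004782) had a log2 fold change of 3.49 (standard error 1.70, q = 0.193) in the authors' deposited table for 28.5-rad and NEU1 (ENSDARG00000008832) 1.71 (standard error 0.71, q = 0.117), past 0.4 but not 0.1. The folds were 11.2 (95% interval 1.11 to 113) and 3.26 (1.25 to 8.52), and the mouse had 0.30 and 0.36 in the paper's supplementary table. From FGFR3 the paper proposes fibrosis brought on by radiation.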

The mice also showed the upregulation of sulphur dioxygenase activity (*ETHE1*) (GO:0050313), consistent with spaceflight-induced changes to sulphur metabolism^65^. 

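ETHE1 was higher in the irradiated zebrafish at 0.1, and ROBO2 and KANK1 were lower only at 0.4. The authors' deposited table for 28.5-rad gave ETHE1 (ENSDARG00000005713) a log2 fold change of 1.90 (standard error 0.75, q = 0.0989), ROBO2 (ENSDARG00000014891) -2.07 (standard error 0.88, q = 0.130) and KANK1 (ENSDARG00000060102) -1.57 (standard error 0.63, q = 0.105). Their folds were 3.73 (95% interval 1.34 to 10.4), 4.19 lower (1.26 to 13.9) and 2.96 lower (1.26 to 6.99). The mouse had 0.82, -1.26 and -0.63 in the supplementary table. ESR1 was the other gene lower in both, at -2.90 (standard error 1.19, q = 0.114) in the authors' deposited table.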

On the contrary, shared downregulated genes include *ROBO2,* which is involved in hepatic stellate cell activation, and *KANK1,* which is involved in cytoskeleton formation. A comparison of the upregulated ORA results found shared GO terms involved in cellular lipid catabolic processes (GO:0044242), while shared downregulated results involved a response to endogenous stimulus (GO:0071495), as summarised in Fig. 6.

## Discussion

### Melatonin as a modulator of lipid metabolism

The liver plays a central role in lipid homeostasis in regulating the uptake, metabolism, redistribution, and excretion of fatty acids. For instance, upon ingestion and absorption from the lumen of the small intestine, dietary fatty acids that are not assimilated into adipose or muscle tissue are re-esterified to triglyceride and taken up by the liver from chylomicrons in the plasma. These can then be stored in intracellular lipid droplets, transferred to peripheral tissue via VLDL (very low-density lipid) particles, or processed back to fatty acids for energy release through β-oxidation in the mitochondria of hepatocytes. Additionally, fatty acids can be generated from glucose via de novo lipogenesis^66^. However, dysregulation of lipid metabolism is associated with insulin resistance^67^, diabetes^67^, and NAFLD, a disease encompassing lipid accumulation, nonalcoholic steatohepatitis, fibrosis, and cirrhosis^68^. Dysregulation of lipid homeostasis has been a well-documented response to the spaceflight environment, with studies showing lipid droplet accumulation^28^, and transcriptional changes in genes involved in lipid localization/transport and lipid/fatty acid metabolism^32^. Further studies show elevated levels of ALT and AST^69^, which indicate liver damage and are often used to aid diagnosis of NAFLD.

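LIPH and ABCA2 were higher after radiation, with FABP2. The authors' deposited table for 28.5-rad gave LIPH (ENSDARG00000007108) a log2 fold change of 3.41 (standard error 1.19, q = 0.0572) and ABCA2 (ENSDARG00000013500) 3.31 (standard error 1.18, q = 0.0636). The fold of LIPH was 10.7 (95% interval 2.11 to 53.9) and that of ABCA2 9.89 (1.99 to 49.1). LIPH was higher in torpor too, at 3.68 (q = 0.0238) in the authors' deposited table, and neither passed 0.4 in 18.5-mel-rad (LIPH -0.11, q = 1.00, and ABCA2 1.27, q = 0.823). Enterocyte markers, FABP2 among them, were higher in the same 28.5-rad libraries, and ovary and oocyte markers in those of 18.5-mel. Lipid content of the liver was not measured.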

Our results from low dose radiation exposure in the zebrafish suggest that exposure led to increased lipid metabolism, transport, and accumulation with increased expression of genes such as *LIPH, ABCA2,* and *FABP2* in the liver. Similarly, we observed an elevated expression of *SCARB1*, which mediates cholesterol efflux. 

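SCARB1 was higher with radiation and higher by nearly as much in torpor, but not when both were combined. SCARB1 (ENSDARG00000101557) had a log2 fold change of 5.07 (standard error 1.32, q = 0.00887) in the authors' deposited table for 28.5-rad, 4.89 (standard error 1.45, q = 0.00589) in that for 18.5-mel and -0.63 (q = 0.966) in that for 18.5-mel-rad. The folds were 33.5 (95% interval 5.57 to 202) with radiation and 29.6 (4.16 to 211) in torpor. Markers of other tissues had a like pattern in these libraries. Enterocyte markers were higher in 28.5-rad (median 5.72) and ovary and oocyte markers in 18.5-mel (median 7.02), while neither list was higher in 18.5-mel-rad. SCARB1 thus cannot be read as a change of liver cells alone. The paper reads SCARB1 as cholesterol efflux.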

The enrichment of fibroblast growth factor might indicate a fibrotic phenotype. Hence, the results highlight the potential for LDR in increasing the risk of NAFLD-associated symptoms, representing a significant stumbling block to maintaining hepatic health in astronauts. Lipids are the preferred energy source in fat-storing hibernating animals that undergo periods of hyperphagia before entering torpor when triglycerides are then mobilised from fat stores to the bloodstream for energy. This process leads to seasonal hyperlipidemia and hypercholesterolemia, which in humans are risk factors for atherosclerosis or thrombosis. Observations suggest that torpor may be protective against the adverse effects of lipid dysregulation, given that these periods of altered lipid homeostasis do not lead to adverse outcomes. For example, hibernating brown bears undertake long bouts of torpor that leads to limited potential for excreting excess cholesterol. However, they employ mechanisms for advoiding the adverse effects of lipid dysregulation including increased levels of a cardio-protective HDL (*HDL2b*), a re-esterification process to recycle cholesterol, and increased anti-oxidant capabilities to negate oxidative damage from peroxidation^70^. Although, it is unclear if the dysregulation of lipids during spaceflight would interfere with lipid utilisation during torpor, or whether lipid utilisation during torpor would compound the adverse effects of spaceflight. This brings into question the suitability of lipid as the main energy source for space travel. In addition, the feasibility of astronauts gaining the amount of weight that would be needed to sustain a torpor-facilitated trip to Mars has also been called into question, and thus alternative energy sources need to be considered. Melatonin has modulatory effects on lipid metabolism, with studies showing that melatonin treatment reduced serum cholesterol, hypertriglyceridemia, hyperinsulinemia, liver lipid content, and has shown utility in the treatment of diabetes and NAFLD^71^. So its use might prove beneficial in ameliorating the adverse effects of spaceflight. Our data points to a temperature-driven downregulation of metabolic pathways, including pyruvate metabolism and the TCA cycle. However, when combined with radiation, we see the characteristic upregulation of lipid transport and metabolism. *Conversely,* when reduced temperatures are combined with melatonin treatment, we observe a downregulation of lipid metabolic genes, as seen when these processes were dysregulated in the cross-species comparison in Fig. 6. 

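Lipid synthesis genes FASN and THRSP were higher in torpor with radiation, while lipid transport was level. FASN (ENSDARG00000087657) had a log2 fold change of 3.07 (standard error 0.67, q = 0.00151) and THRSP (ENSDARG00000099399) 6.57 (standard error 1.46, q = 0.00199) in the authors' deposited table for 18.5-mel-rad, folds of 8.38 (95% interval 3.38 to 20.8) and 95.3 (13.2 to 690.3). FASN was higher in torpor alone too, at 3.99 (q = 8.27e-06) in the authors' deposited table, and THRSP with radiation alone at q of 0.4, at 3.8. Of 14 genes of fatty acid and triglyceride synthesis 2 were higher at 0.1, 3 with p adjusted over the list alone, with a median of 0.69 (bootstrap interval 0.01 to 1.41) and a limma cameraPR adjusted p of 0.0179, or 0.0770 at a correlation of 0.05. The median was close to this in 28.5-rad (0.73, -0.68 to 1.60, cameraPR adjusted p = 0.386) and in 18.5-mel (0.61, -0.85 to 2.47, cameraPR adjusted p = 0.778). Neither passed, but the rise is not particular to the combined group. Lipid transport and uptake had 0 of 22 higher and 1 lower (median -0.07, -0.39 to 0.25, cameraPR adjusted p = 0.505). Against 28.5-rad its median difference was -0.41 (-2.04 to 0.44), with 5 genes lower and 2 higher (adjusted p = 0.0488 by cameraPR, or 0.169 at a correlation of 0.05), while enterocyte markers differed by -4.98 (26 lower).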

When radiation is added, only lipid biosynthesis is upregulated. While the results suggest that melatonin treatment under hypometabolic conditions might reduce radiation-associated lipid dysregulation by regulating lipid metabolism we recognise that further work is needed to characterise and establish the viability of alternative modes of metabolism under hypometabolic states.

### Hypo-metabolic state confers an anti-apoptotic phenotype

The suppression of apoptosis and increase in pro-survival signalling are key characteristics of the phenotype observed in the hypometabolic groups of the zebrafish GIT and liver. Furthermore, the shared upregulation of *AATF* with the hibernating bear suggests a conserved anti-apoptotic mechanism. For instance, the protein product of *AATF* forms a complex with p53 and BRCA1 to activate cell cycle arrest genes, leading to a cell state favouring survival over apoptosis and allowing more time for repair^72^. This anti-apoptotic phenotype has also been observed in hibernating squirrels with studies reporting an upregulation of anti-apoptotic genes during torpor (*Bcl-2, Bcl-xL, Mcl-1,* and *BI-1*)^73^. A further survival advantage might be conferred through polyamine generation, which was indicated in the induced torpor and torpor + radiation groups through the upregulation of *AMD1* and *OCD1.* These genes promote polyamine biosynthesis, decreased levels of which are associated with increased apoptosis^74^. 

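AMD1 and ODC1 were higher in torpor alone as well. The authors' deposited table for 18.5-mel gave AMD1 a log2 fold change of 2.27 (standard error 0.46, q = 2.05e-05), ODC1 3.51 (standard error 1.01, q = 0.00464) and the spermidine synthase SRM (ENSDARG00000055760) 2.54. Their folds in torpor were 4.83 (95% interval 2.60 to 8.97) and 11.4 (2.88 to 45.3) for AMD1 and ODC1. The list had 4 of 8 genes higher and 1 lower, with a median of 0.82 (bootstrap interval -0.63 to 2.54), and did not pass in torpor (limma cameraPR adjusted p = 0.422). ODC1 was higher with radiation alone too, at 2.40 (q = 0.0916) in the authors' deposited table.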

To continue, the liver and GIT also shared enrichment of the FOXM1 transcription factor network. This has been shown to positively regulate the anti-apoptotic gene *Bcl-2*^75–77^ with additional *FOXM1-*knockdown studies demonstrating its efficacy in promoting survival in human cells after irradiation^78^. Interestingly, *FOXM1* is upregulated in a *HIF-1* dependent manner^79–81^ and the induction of the hypoxia response is known to increase expression of pro-survival genes^82^, suppress apoptosis^83^, and increase proliferation^84^ which are some of the key phenotypes represented in the results. Although our cross-species comparison did not return shared upregulation of *HIF-1*, increased *HIF-1* has previously been reported in the liver of bears, squirrels, and bats during hibernation, implying a widely conserved response in hibernation^85,86^. It may also be plausible to suggest that cold-tolerant species benefit from the upregulation of the hypoxia pathways in response to reduced oxygen, which is achieved and maintained by the reduced metabolic rate to prevent oxygen starvation.

### DNA repair in the induced torpor model of zebrafish

In this paper, we report that the induced torpor model in zebrafish saw an increase in DNA repair processes, including DNA mismatch repair, nucleotide base excision repair, and homologous recombination. This included the upregulation of a sirtuin gene (*SIRT6*), which has a role in DNA repair and promoting longevity^87,88^. Reduced temperatures may have led to an increase in oxidative stress that, in turn, has led to DNA damage. Consistently, results for the torpor + radiation group also showed an upregulation of DNA repair processes. However, given that irradiation occurred 2 days after the initiation of the torpor protocol, prior temperature-induced DNA processes may have preconditioned the cells to radiation stress. This radio-protective preconditioning effect has been evidenced previously in human cells by Lisowka et al., who observed a hypothermia-activated DNA damage response (DDR) that remedied later insult by reducing the number of chromosomal aberrations after irradiation^89^. Temperature-related changes in DNA repair processes have also been shown to be effective in remedying ischemic stress in human clinical trials. For instance, a randomised trial sought to determine if therapeutic hypothermia could treat hypoxic-ischemic encephalopathy in infants: a condition characterised by hypoxic stress that leads to chromosomal aberrations, the number of which correlate with disease severity. The results revealed that reduction of the neonates' body temperatures to 33–34 °C for 72 h following perinatal asphyxia resulted in a statistically significant reduction in the number of chromosomal aberrations compared to the control group, likely through the upregulation of DNA repair genes^90^. This is supported by studies in mice demonstrating that mice preconditioned with sub-lethal ischemia before more severe ischemia can increase ischemic tolerance through induction of DNA repair mechanisms^91^. To continue, when observing hibernating animals, transcriptomic studies of the liver in hibernating 13-lined ground squirrels (*Ictidomys tridecemlineatus*) also found enrichment of genes involved in double-strand break repair with upregulation of genes such as *DDX11* that were correlated with colder body temperatures^92^. Similar observations were made by Jenson et al., who reported DNA repair-related GO terms in the liver of hibernating grizzly bears (*Ursus arctos horribilis*) involving serval DNA repair (e.g. *BABAM2, BRCA2, DCLRE1A*). Although they were not enriched in the adipose or muscle tissue suggesting a tissues-specific response^6^. When comparing hepatic responses in the zebrafish torpor group with results of the hibernating bear, however, we discovered a shared upregulation of DNA repair genes involved in homologous recombination, which might suggest a conserved response to hypothermia in promoting cold resistance.

### Utilisation of partial EMT during torpor may offer radio-protective effects

Epithelial cells are differentiated, polarised cell types attached to a basal membrane by hemidesmosomes and are held together at tight junctions, adherens junctions and desmosomes. During EMT cells lose polarity with degradation of the connections to basal membrane and cell–cell junctions and reorganisation of the ECM, ultimately producing cells with stem-like qualities^93^. There are three types of EMT, which play important roles in development (type I), tissue regeneration (type II), and for malignant growth and metastasis (type III)^94^. Type II EMT is stimulated post-injury to generate new tissue, involving activation of an immune response that produces inflammatory signalling molecules, such as secretion of TGF-β. TGF-β activates mesenchymal cells, such as HSCs and fibroblast cells to produce ECM proteins such as collagens to form fibrotic tissue which acts as a scaffold to guide cell migration^95^. It can also initiate EMT of hepatocytes to acquire a mesenchymal phenotype^96^. When wound healing is complete, inflammatory signals subside but chronic insult can lead to accumulation of fibrotic tissue that impacts liver structure and can lead to liver dysfunction associated with the development of NAFLD, cirrhosis, or cancer^97,98^. Our results for zebrafish exposed to LDR show upregulation of genes involved in EMT, an immune response, and genes involved in fibroblast activity. This might suggest immune-mediated activation of a fibrotic type II EMT programme in a wound healing response to radiation-induced damage. Consistently, Wang, S. et al*.* studied the response to 6 Gy radiation in mice liver at 6–10 weeks post-irradiation finding an increase in fibrosis at 10 weeks, post-irradiation. They found an increase in liver progenitor cells at 6 & 10 weeks, and an increase in expression of pro-fibrogenic cytokine (TGF-β) at 6 weeks, along with an increased markers for activated HSC’s (α-SMA) and EMT (s100a4, N-cadherin, and collagen α1) at 6 & 10 weeks post-irradiation. Moreover, they show a role for the hedgehog signally pathway in generating the fibrotic phenotype^27^. Jonscher et al., reported a similar trend, revealing that mice exposed to 2 weeks of spaceflight experienced profibrogenic markers in the liver involving an increase in *Lepr*, which can promote myofibroblastic HSC transition, as well as, *PAI-1* and TGF-β receptor subunits (Tgfbr1, 2 & 3)^28^. Additionally, Tian et al. found increased profibrotic lesions in air spaces and blood vessels in the lung of 13-day spaceflight-exposed mice^99^.

Interestingly, a partial/reversible EMT has been observed in lung tissue of hibernating animals, evidenced in a study of Syrian hamster (*Mesocricetus auratus*) lungs that followed EMT markers throughout different stages of hibernation. They found high expression levels of *TGF-β*, collagen, and smooth muscle actin during early torpor which returned to normal after torpor^100^. Similarly, a study on the brains of thirteen-lined ground squirrels observed decreased epithelial markers (E-Cadherin) and an increase in EMT markers such as vimentin and *Sox2* which were restored to pre-entry expression levels at the arousal stage. The expression of miRNA families (mir-200 & mir-182) known to control EMT was also correlated with the expression of EMT markers, further supporting the reversible regulation of EMT between the torpor and active states^78^. In concurrence, DEA of the hibernating bear compared with active controls revealed upregulation of ECM-related genes such as collagen (*COL4A4, COL17A1*) which have been shown to promote EMT in response to TGF-β^101^. Similarly, the downregulation of laminin (*LAMB1*), which forms a complex with integrins to promote cell adhesion^102^, may facilitate EMT. To continue, the torpor group also displayed markers of EMT with the upregulation of collagen genes (*COL4A4, COL17A1*) and matrix metalloproteinase (*MMP17*) as well as the downregulation of protocadherin genes (*PCDH12, PCDH17*) and plakophilin 2 (*PKP2*). 

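PKP2 and the protocadherins were lower in torpor, while the collagen and MMP17 values rested on few counts. The authors' deposited table for 18.5-mel gave PKP2 (ENSDARG00000023026) a log2 fold change of -3.72 (standard error 1.03, q = 0.00288), PCDH12 -1.69 (standard error 0.63, q = 0.0342), PCDH17 -1.67 (standard error 0.76, q = 0.0952), COL4A4 5.73 (standard error 2.36, q = 0.0609) and MMP17 5.30 (standard error 1.96, q = 0.0332). The mean normalized count in the authors' deposited table was only 4.06 for COL4A4 and 4.79 for MMP17. PKP2 was lower by a fold of 13.1 (95% interval 3.26 to 52.9), and the interval for COL4A4 was 2.14 to 1318. The row for COL17A1 in the authors' deposited table, at 7.44 (standard error 2.57, q = 0.0215), carries the zebrafish gene col19a1 (ENSDARG00000096073). Over 18 genes of epithelial to mesenchymal transition and TGF-beta 1 was higher and 4 were lower, with a median of -0.56 (bootstrap interval -1.41 to 0.52) and a limma cameraPR adjusted p of 0.0647. The paper reads these genes as markers of the transition.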

We know that the immune system plays an important role in fibrotic development^103^, however, immune activity is regularly reported to be downregulated during hibernation^45^. Hence, immune regulation during torpor might be protective against a fibrotic phenotype. In support of this view, a striking observation made by Andres–Mateos et al., in a study of skeletal muscle in thirteen-lined ground squirrels found that muscle injury did not increase fibrotic tissue levels during hibernation despite the presence of inflammation. They also found that muscle regeneration occurred post-hibernation without the presence of fibrotic tissue^104^. Furthermore, a study that examined the effects of ischemic reperfusion injury in the liver of mice found that hypothermia improved ischemic reperfusion injury and improved hepatocellular function by attenuating an inflammatory immune response^105^. We also observed downregulated immune processes in the induced torpor and torpor + radiation groups, in contrast to the radiation-only group. In addition, we note the shared downregulation of *HTR2B* between the torpor group and the hibernating bear, which has been shown to prevent fibrosis when inhibited^64^. However, further work is needed to determine whether these models evaded fibrotic development. Furthermore, what is interesting is that DNA repair processes and an anti-apoptotic phenotype have also been associated with EMT (reviewed further by Chakraborty et al.^106^). Hence, it may have a role in generating the pattern of gene expression reported here. Additionally, hypoxia has been implicated in promoting EMT^107,108^. Therefore, epithelial plasticity may be exploited in the liver during torpor/hypothermia as a mechanism of imparting resistance to stress, but further work should be conducted to test this hypothesis.

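Immune genes lay lower in both torpor groups than with radiation alone, but against the control only innate signalling did, and not at a correlation of 0.05 between its genes. Lymphocyte activation had a median difference of -2.55 (-2.89 to -1.87) for 18.5-mel-rad minus 28.5-rad, with 22 of 38 genes lower, and -2.50 (-3.14 to -1.62) for 18.5-mel minus 28.5-rad, with 15 lower and 2 higher (limma cameraPR on the differences, adjusted p = 3.28e-13 and 1.67e-07). Innate signalling differed by -0.78 (-1.31 to -0.50, 12 of 39 lower, 1 higher) and -1.18 (-1.70 to -0.52, 15 lower), with cameraPR adjusted p of 5.53e-08 and 8.75e-09. Against the control, innate signalling in 18.5-mel had 10 genes lower and 3 higher, with a cameraPR adjusted p of 0.00324, or 0.0737 at a correlation of 0.05. In 18.5-mel-rad it had 0 genes lower at 0.1, 1 with p adjusted over the list alone, and a median of -0.13 (bootstrap interval -0.38 to 0.07, cameraPR adjusted p = 0.0325, or 0.196 at a correlation of 0.05). Lymphocyte activation in 18.5-mel-rad had 0 genes higher and 0 lower and a median of 0.32 (-0.00446 to 0.39, cameraPR adjusted p = 0.778). The enterocyte markers differed between the groups in the same direction. The paper states that immune processes were downregulated in both torpor groups.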

### Radiation exposure may impact zebrafish behaviour

Behavioural analysis previously showed a reduction in locomotion in fish subjected to reduced temperatures with the addition of a sedative (melatonin)^37^. Here, we correlated gene expression data with the behavioural data from the radiation and torpor + radiation groups to draw inferences on gene expression that link to a phenotypic end-point. We note that genes correlated with low activity irradiated zebrafish were involved in a B cell and T cell-mediated immune response that was accompanied by upregulation of genes involved in fibroblast activity and EMT. We also note the correlation of genes involved in the use of glucose and lipids, which might indicate an increase in energy use that is consistent with an energy-expensive stress response. This is in line with previous work, linking increased immune responses in zebrafish with decreased locomotor activity and is indicative of sickness behaviour^50,109^ which in zebrafish presents as lethargy and decreased social or exploratory behaviour^110^. Moreover, work by Cantabella et al. also showed that chronic exposure to low dose radiation reduced locomotion in zebrafish^111^. Interestingly, fish with lower activity scores in the torpor + radiation group show a correlation with downregulated genes involved in B cell activation suggesting a diminished immune response.

### Further work

We found that the induced torpor group appears to increase mitogenic signals. Cells with increased proliferative rates typically become more radio-sensitive due to the vulnerability of DNA to damage during replication. However, it is unclear whether in our model the rate of proliferation is above basal levels or whether increased proliferative signals are needed to maintain cell viability without increasing proliferation against a background of reduced metabolism. Further work might seek to define proliferation rates and mutation rates given the potential for mutagenesis. We also note that epithelial plasticity, including EMT may play a role in torpor-like states and further work is needed to determine how EMT signalling might exacerbate or ameliorate radiation-induced fibrosis in the liver. Moreover, the literature points to hypoxia/cold-tolerant species that use a reduction of metabolism to avoid oxygen starvation and the induction of a hypoxia response. Future efforts could aim to define whether targeting hypoxia pathways can enable a conferred stress resilience. Additional work might also seek to define the relationship between the reduction in metabolism and the acceptable reduction in oxygen content without damage in human cell lines or organoids. Similarly, it would be interesting to define the relationship between this response and the suggested increase in DNA repair capacity, measuring DNA damage relative to gene expression level and level of stressors.

## Conclusion

We investigated the mechanism through which a synthetic/induced torpor protects against radiation exposure using a systems biology approach. We found that induced torpor led to a reduction in metabolic genes and increased pro-survival signalling including proliferative and anti-apoptotic biomarkers that may influence cell fate decisions to avoid cell death. We also observed an increase in DNA repair genes. An increase in DNA repair mechanisms before the stress exposure may act as a buffer to further insult through pre-conditioning. Additionally, we observed that these protective mechanisms are present under induced torpor with radiation, suggesting maintenance of these mechanisms during periods of stress. Furthermore, we note markers of EMT in both the hypometabolic and the radiation group. It was found that the EMT profile in the radiation group was accompanied by immune-related GO terms that could mediate a more fibrotic response. On the other hand, it is possible that an EMT- like programme that does not involve immune regulation imparts stem-like traits that may have a role in stress resilience. Further work will explore the prospect of exploiting induced torpor as a radio-protectant, representing a potential therapeutic strategy to mitigate cellular damage during space travel and in clinical medicine.

## Methods

### Zebrafish husbandry

We obtained strain AB *Danio rerio* (zebrafish) from the Zebrafish International Resource Centre. Adult zebrafish were housed at a maximum density of 6 fish per 1 L glass beaker in an incubator at 28.5 °C with a light cycle of 14 h ON (light) and 10 h OFF (dark). They were maintained and crossed following standard housing methods. Lids were used to prevent fish mortality from jumping out of the beaker while also allowing air flow. Fish were fed Gemma Micro 300 standard diet every other day (Skretting, Westbrook, ME, USA) in the morning and remaining debris was aspirated from the beaker 20 min after feeding. Moreover, to increase water life support capability, 75% of the water was changed daily using reservoir water (Reverse Osmosis water supplemented with Instant Ocean salts, sodium bicarbonate and Stress Coat, maintained at pH 7.4). The beakers used to house fish were cleaned and autoclaved before use. All procedures were performed per The Medical University of South Carolina (MUSC), Institutional Animal Care and Use Committee (IACUC) guidelines (IACUC-2018-00278). All animals were treated with regard for alleviation of suffering. In addition, these procedures followed the ARRIVE guidelines^112^.

### Development of the induced torpor model and radiation protocol

Several experimental groups were used to assess the value of induced torpor as a countermeasure to radiation, detailed in Table 1. First, a control group was maintained at an ambient temperature of 28.5 °C (28.5-Ctrl). Second, a melatonin group (28.5-mel) was established that received 24 µM of melatonin daily (10 days) to reduce locomotion and arousal. When replacing 75% of water daily, we added a mixture of saline water and melatonin to maintain levels of melatonin, protecting against loss due to metabolism and degradation^113^. Melatonin was purchased from Sigma-Aldrich (St. Louis, MI, USA) with ≥ 98% purity, maintained at − 20 °C in powder and dissolved in DMSO before use. Then, a reduced temperature group (18.5-Ctrl) was acclimatised to 18.5 °C to decrease their metabolism. Ambient temperatures were reduced in weekly decrements of 2.5 °C, over 4 weeks to avoid thermal shock^114^. Next, the induced torpor group (18.5-mel) was acclimatised to 18.5 °C and administered 24 µM of melatonin. Again, after 4-week acclimatisation, melatonin was added for 10 days. Subsequently, we established a low dose radiation group (28.5-rad), exposing them to a total whole-body dose of 32.68 cGy. The zebrafish were anaesthetised with 0.02% tricaine prior to radiation exposure and placed one at a time in 60 mm × 15 mm Petri dishes in water on top of a 3-inch spacer ready for irradiation. Radiation exposure occurred for 6 s at 163.40 cGy/min resulting in total exposure of 16.34 cGy, which occurred on both the 2nd and 8th day of the experimental timeline. Irradiation was carried out at MUSC in accordance with IACUC-2018-00278, using the Shepherd Model 143–68, Serial Number 8020 irradiator (JL Shepherd and Associates, San Fernando, CA, USA), with a Caesium 137 radiation source. After radiation exposure, fish were placed in a temporary tank free of tricaine to recover and then transferred back into the main tank with other fish from the same experimental group. An induced torpor group with reduced temperatures and melatonin was also subject to radiation exposure (18.5-mel-rad). The fish were sacrificed on the 10th day of the experimental timeline (starting at the end of the acclimatisation protocol). See Fig. 1 Cahill et al.^37^ for the diagram representing the experimental timeline.

**Table 1:** Experimental groups showing the group names, key, sample number per condition, values of radiation exposure, ambient water temperature, and melatonin treatment.

Group	Key	Sample (N)	Radiation (cGy)	Water temperature (°C)	Melatonin (µM)
Control	28.5-Ctrl	6	0	28.5	0
Melatonin	28.5-mel	6	0	28.5	24
Temperature	18.5-Ctrl	6	0	18.5	0
Temperature + melatonin	18.5-mel	6	0	18.5	24
Radiation	28.5-rad	6	32.64	28.5	0
Temperature + radiation	18.5-rad	6	32.64	18.5	24
Temperature + melatonin + radiation	18.5-mel-rad	6	32.64	18.5	24

### RNA extraction and sequencing

Total mRNA was extracted from liver tissue from the control group (28.5-Ctrl, *n* = 2), radiation group (28.5-rad, *n* = 3), temperature + melatonin (induced torpor) group (18.5-mel, *n* = 2), temperature + radiation group (18.5-rad, *n* = 3) and torpor + radiation group (18.5-mel-rad, *n* = 4) zebrafish using the Qiagen miRNeasy Mini kit (Qiagen, Hilden, Germany). To prepare mRNA-Seq libraries the TruSeq RNA Sample Prep Kit (Illumina, San Diego, CA, USA) was utilised; 100 ng of total input liver RNA was used in accordance with the manufacturer’s protocol. High throughput RNA sequencing (RNAseq) was performed at the Queen’s University Belfast, Genomics Core Technology Unit on an Illumina Next SEQ 500 instrument with the mRNA library sequenced to a minimum depth of 50 million reads using a SE50 strategy.

### RNA-seq data processing and differential expression

FastQC^115^ was used to assess sequence quality, and to identify over-represented sequences and low-quality reads for which Cutadapt was subsequently used^116^. Next, the STAR aligner^117^ was used with align the reads to the zebrafish genome (GRCz11), and subsequently HTSeq^118^ was used to extract read counts per transcript. DESeq2^119^ was utilised to determine the DEG of the experimental groups in comparison with the control group. An identity plot was produced to show sample-sample distances (Supplementary Fig. S8). Thresholds were applied to the DEG using their absolute fold change (linear FC of ± 1.5, or log2FC of ± 0.58) and an FDR adjusted *p*-value (*q* ≤ 0.1), calculated using the Benjamini–Hochberg procedure^120^. Ensembl human orthology^121^ was exploited, appending human orthologs to corresponding zebrafish gene IDs, to leverage the better annotation of human genes, as demonstrated by Huff et al*.*^122^.

### Pathway analysis

Over-representation analysis (ORA) was performed in ToppFunn^123^ with orthologous human gene symbols to define enriched gene ontologies and KEGG pathways^39^ taking either up or downregulated genes as input. The pathway impact analyses were performed using iPathwayGuide (Advaita Bioinformatics, Ann Arbor, MI, USA)^124^ to take advantage of a topology-based approach that considers the type, function, position, and interaction between genes in each pathway to help reduce false positives. Finally, STRING^125^ was exploited to generate protein interaction networks, and g:Profiler^126^ was used in conjunction with EnrichmentMap^127^ to generate GO term clusters using Cytoscape v3.9.1^128^.

### Phenotypic end-point analysis

Phenotypic end-point analysis was performed on the radiation and torpor + radiation groups to determine the correlation between DEGs and activity scores (determined previously in Table S1 of Cahill et al.^37^) in each group. Briefly, GraphPad Prism 8.4.3(San Diego, CA, USA) was used to assess the normality of normalised rlog counts from DEGs with the Shapiro-Wilks test. Correlation analysis was then performed using Pearson’s correlation statistics on normally distributed gene counts against activity scores in each group, while Spearman’s correlation test was performed on those not normally distributed. Expression values were reappended to those genes that were found to be positively or inversely correlated with activity scores (*p* < 0.05) and were gene number permitted. ORA was performed on those genes using Toppfun.

### Model validation

To validate our model of induced torpor and the low dose radiation protocol we compared it with hibernating versus active *Ursus arctos horribilis* (grizzly bear), as well as space flown versus ground control mice. Transcriptomic data from the liver of six active and hibernating bears was obtained from Genbank BioProject PRJNA413091. Similarly, transcriptomic data from the liver of 14 space flown and 14 ground control 16-week-old female C57BL/6 J mice were obtained from NASA’s GeneLab repository (GLDS-47). DEGs were generated for these datasets following the pipeline described in Sect. 2.4. Human orthologs were added to the respective bear or mouse gene IDs using Ensembl orthology and impact analysis was performed in Advaita’s IPathwayGuide, as described above. To characterise the models, a meta-analysis was carried out between the DEGs from the liver of the zebrafish torpor group and the liver of hibernating grizzly bears, as well as on the space-flown mice and the radiation group of the zebrafish.

### Experimental validation

Briefly, a total of 0.1 µg of RNA from 2 biological replicates from the control (28.5-ctrl) and Torpor + radiation (18.5-mel-rad) groups were used in the synthesis of cDNA, using the iScript Reverse Transcription Supermix (Bio-Rad) (4 µl), and Iscript Reverse transcriptase (1 µl) and nuclease-free water to give a total volume of 20 µl. The reaction protocol is described in Supplementary Table S1. Next, two technical replicates of 2.4 ng (2.4 µl) of cDNA were used in the quantification of gene expression performed using SYBR Green qPCR (10 µl) (ThermoFisher, Waltham, MA, USA) on a Roche LightCycler 480 Instrument II (Roche Diagnostics, Rotkreuz, Switzerland). Forward and reverse primers designed using Primer-Blast^129^ (Supplementary Table S2) were added to the reaction (1.6 µl). Primers are not exon junction spanning, however, DNAase treatment was carried out on RNA before cDNA conversion. Then, 6 µl was added to give a total reaction volume of 20 µl. The qPCR thermocycler protocol is described in Supplementary Table S3. The relative induction of gene mRNA expression was then calculated using *actn2b* expression as a reference gene for normalisation, and values for the experimental group (18.5-mel-rad) were compared with values from the control group (28.5-ctrl). T-tests were performed to test for significance and results were plotted using GraphPad Prism 8.4.3 (San Diego, CA, USA).

### Institutional review board statement

This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The procedures described were executed at and with approval of Medical University of South Carolina following the guidelines of the American Association for Laboratory Animal Science (IACUC) under the approved document IACUC-2018-00278.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

Supplementary Information 6.

Supplementary Information 7.

Supplementary Information 8.

Supplementary Information 9.

Supplementary Information 10.

Supplementary Information 11.

Supplementary Information 12.

Supplementary Information 13.

Supplementary Information 14.

Supplementary Information 15.

Supplementary Information 16.

Supplementary Information 17.

Supplementary Information 18.

Supplementary Information 19.

Supplementary Information 20.

Supplementary Information 21.

Supplementary Information 22.

Supplementary Information 23.

Supplementary Information 24.

Supplementary Information 25.

Supplementary Information 26.

Supplementary Information 27.

Supplementary Information 28.

Supplementary Information 29.

Supplementary Information 30.

Supplementary Information 31.

Supplementary Information 32.

Supplementary Information 33.

Supplementary Information 34.

Supplementary Information 35.

Supplementary Information 36.

## Data Availability

The data supporting the findings of this study are openly available in NCBI Gene Expression Omnibus and are accessible through GEO Series accession number GSE200212 at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE200212. The following secure token has been created to allow review of the GSE200212 record while it remains in private status: knmfgyksffmtlwv.

## Abbreviations

DEA: Differential expression analysis
DEG: Differentially expressed genes
DRC: DNA repair capacity
DDR: DNA damage response
ECM: Extracellular matrix
EMT: Epithelial mesenchymal transition
ETC: Electron transport chain
FC: Fold change
GIT: Gastrointestinal tract
HSC: Hepatic stellate cells
IACUC: Institutional Animal Care and Use Committee
LDR: Low dose radiation
MUSC: Medical University of South Carolina
NAFLD: Non-alcoholic fatty liver disease
ORA: Over-representation analysis
ROS: Reactive oxygen species
TCA: Tricarboxylic acid
VLDL: Very low-density lipid

# Supplementary material for: Investigating the effects of chronic low-dose radiation exposure in the liver of a hypothermic zebrafish model
**Source:** Sci Rep. 2023 Jan 17;13:918. doi: 10.1038/s41598-022-26976-4
**Supplement:** Supplementary file 1 — Supplementary Information 1.

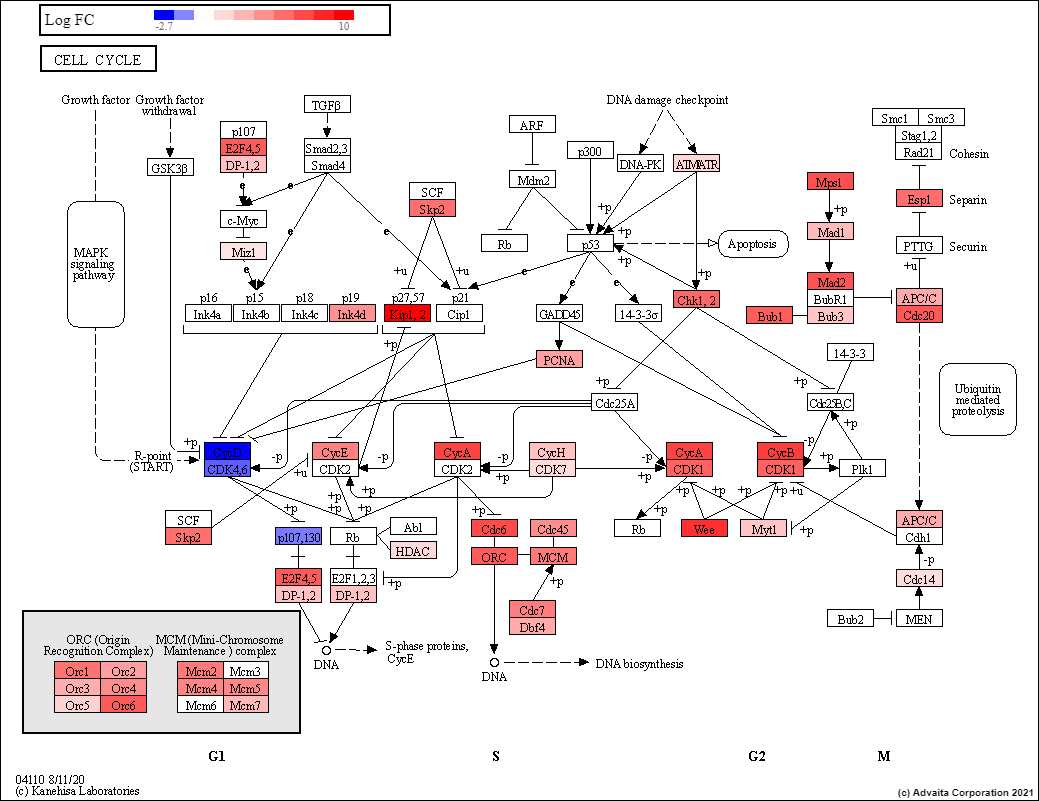
**Supplementary Figure S1: Cell Cycle.** A schematic diagram showing the upregulation of cyclins *CYCA, CYCB* and *CYCE* and cyclin dependent kinases, *CDK1*, in the cell cycle pathway in the torpor group vs control (Image from iPathwayGuide from AdvaitaBio)^1^.

**
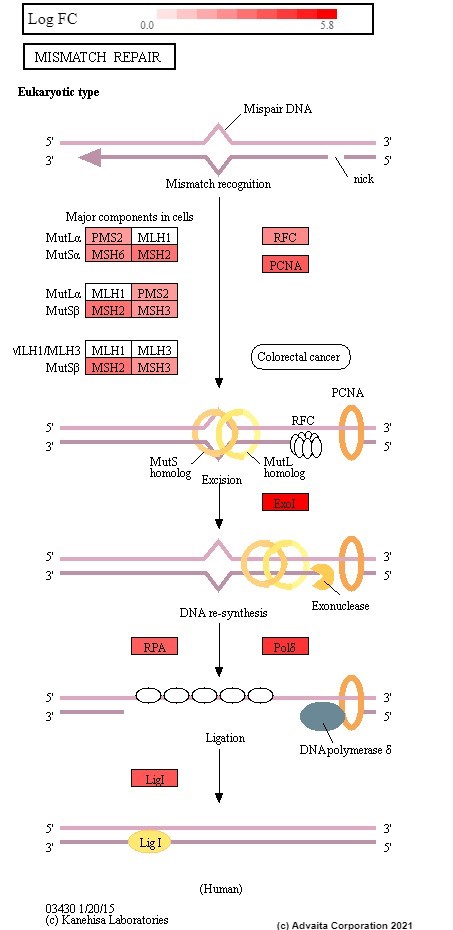
Supplementary Figure S2: Mismatch Repair.** A schematic diagram showing the upregulation of genes involved in mismatch recognition, excision, DNA resynthesis and ligation in the DNA mismatch repair pathway in the torpor group vs control (Image from iPathwayGuide from AdvaitaBio)^1^.

**Supplementary Figure S3: Nucleotide excision repair.** A schematic diagram showing the upregulation of genes involved in the Holo-TFIIH complex in DNA unwinding, incision, excision and ligation in the Nucleotide excision repair pathway in the torpor group vs control (Image from iPathwayGuide from AdvaitaBio)^1^.

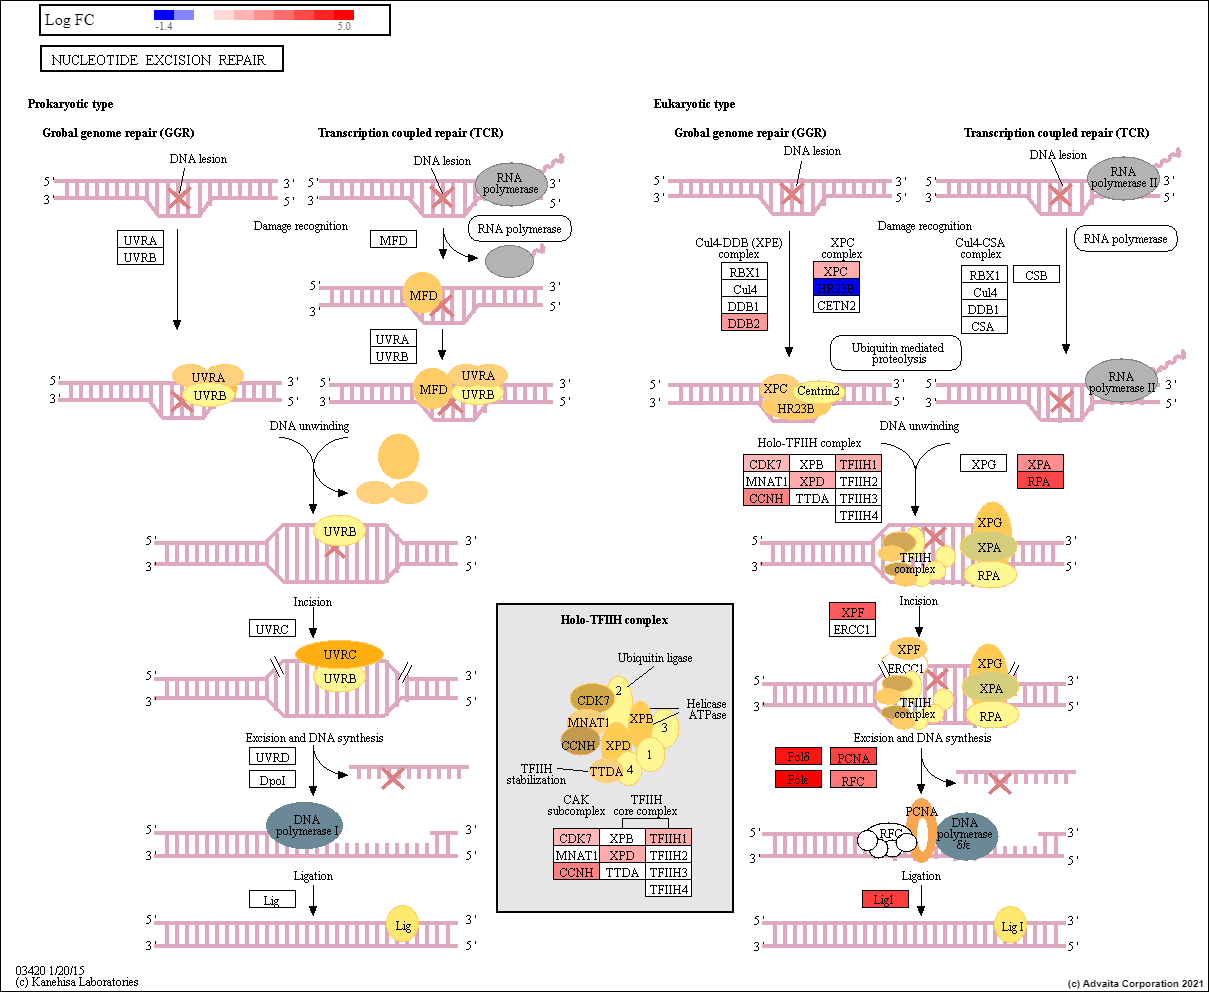

**Supplementary Figure S4: Base excision repair**. A schematic diagram showing the upregulation of genes such as AP-endonuclease and those involved in gap filling and strand displacement in the Base excision repair pathway in the torpor group vs control (Image from iPathwayGuide from AdvaitaBio)^1^.

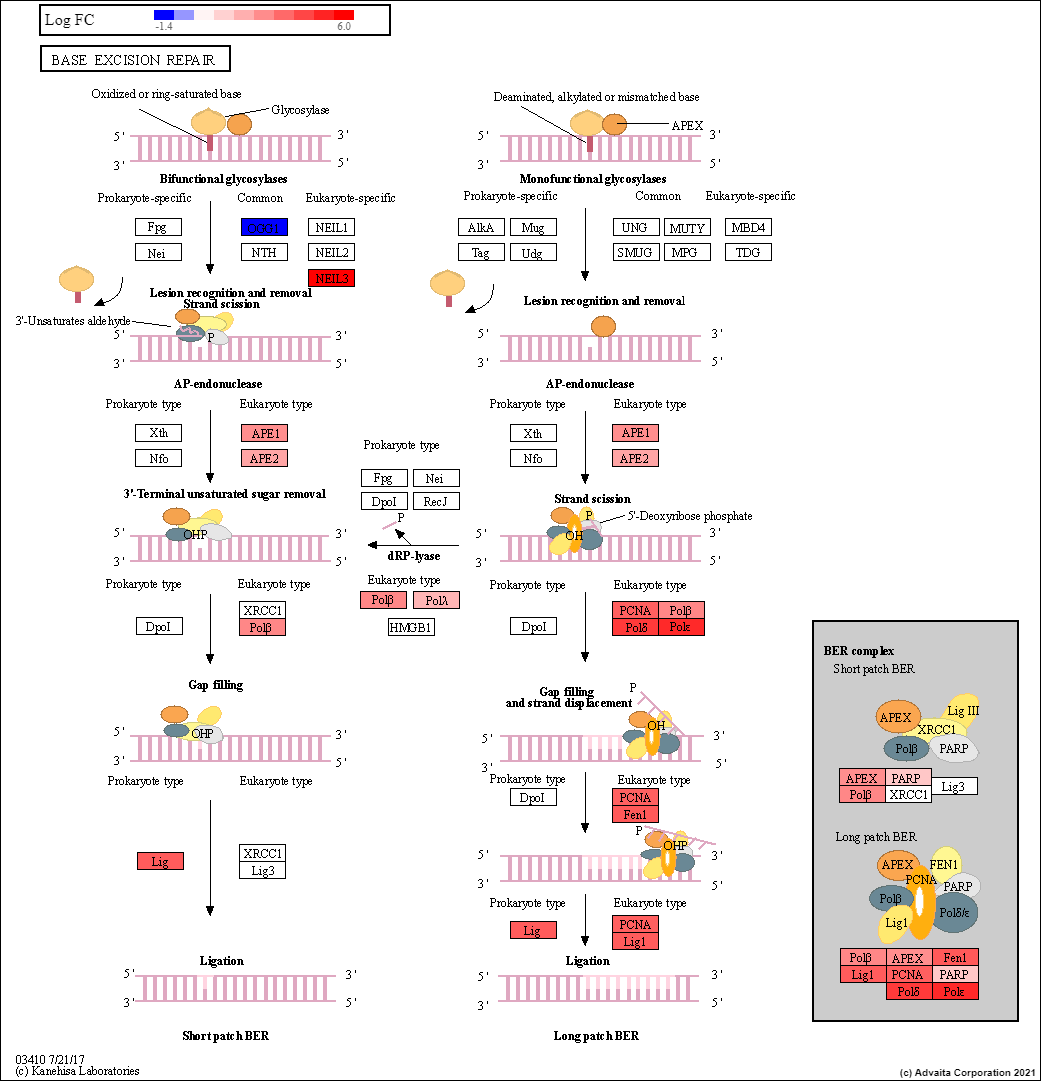

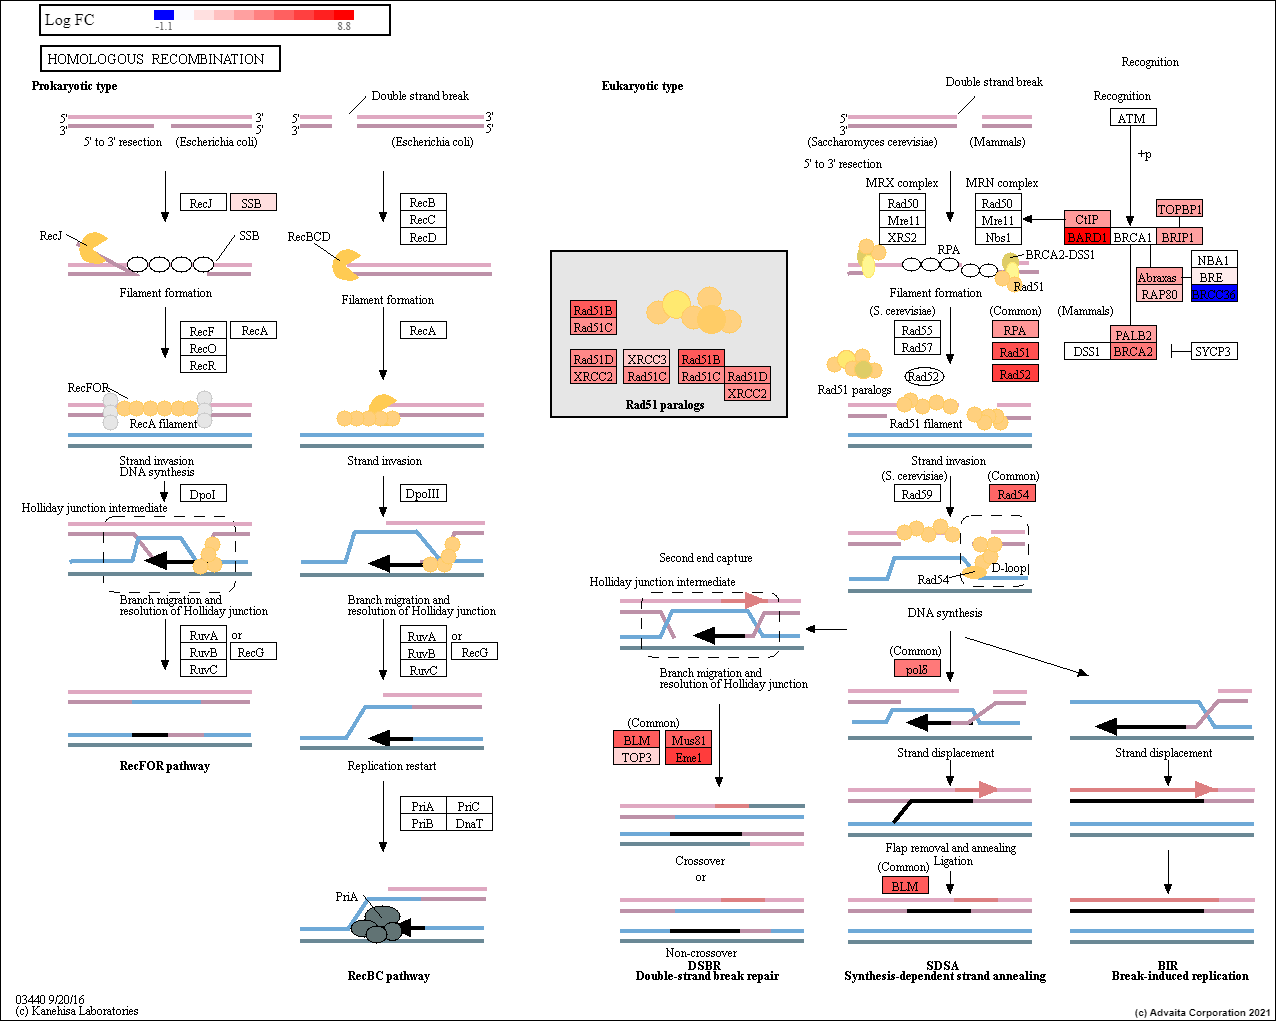
**Supplementary Figure S5: Homologous recombination.** A schematic diagram showing the upregulation of genes involved in filament formation (*RAD51, RAD52*), and strand inversion (*RAD54*) in the Homologous recombination pathway in the torpor group vs control (Image from iPathwayGuide from AdvaitaBio)^1^.

**Supplementary Figure S6: QQ plots.** QQ plots showing the normality of differentially expressed genes in the radiation and torpor+radiation groups supplemented by the number of genes normally and not normally distributed and positively or negatively correlated with activity scores.

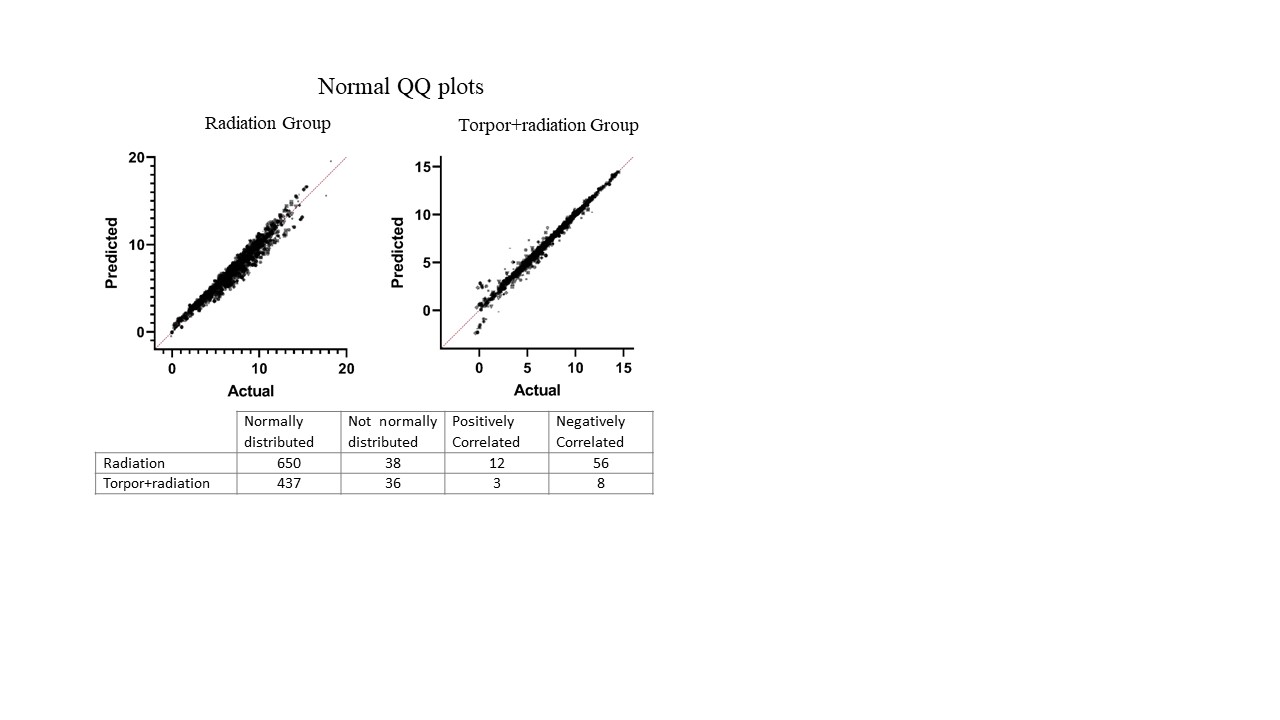

**Supplementary Figure S8. Identity Plot.** Identity plot showing distance matrix of experimental groups and control group displaying similarities and differences between samples.

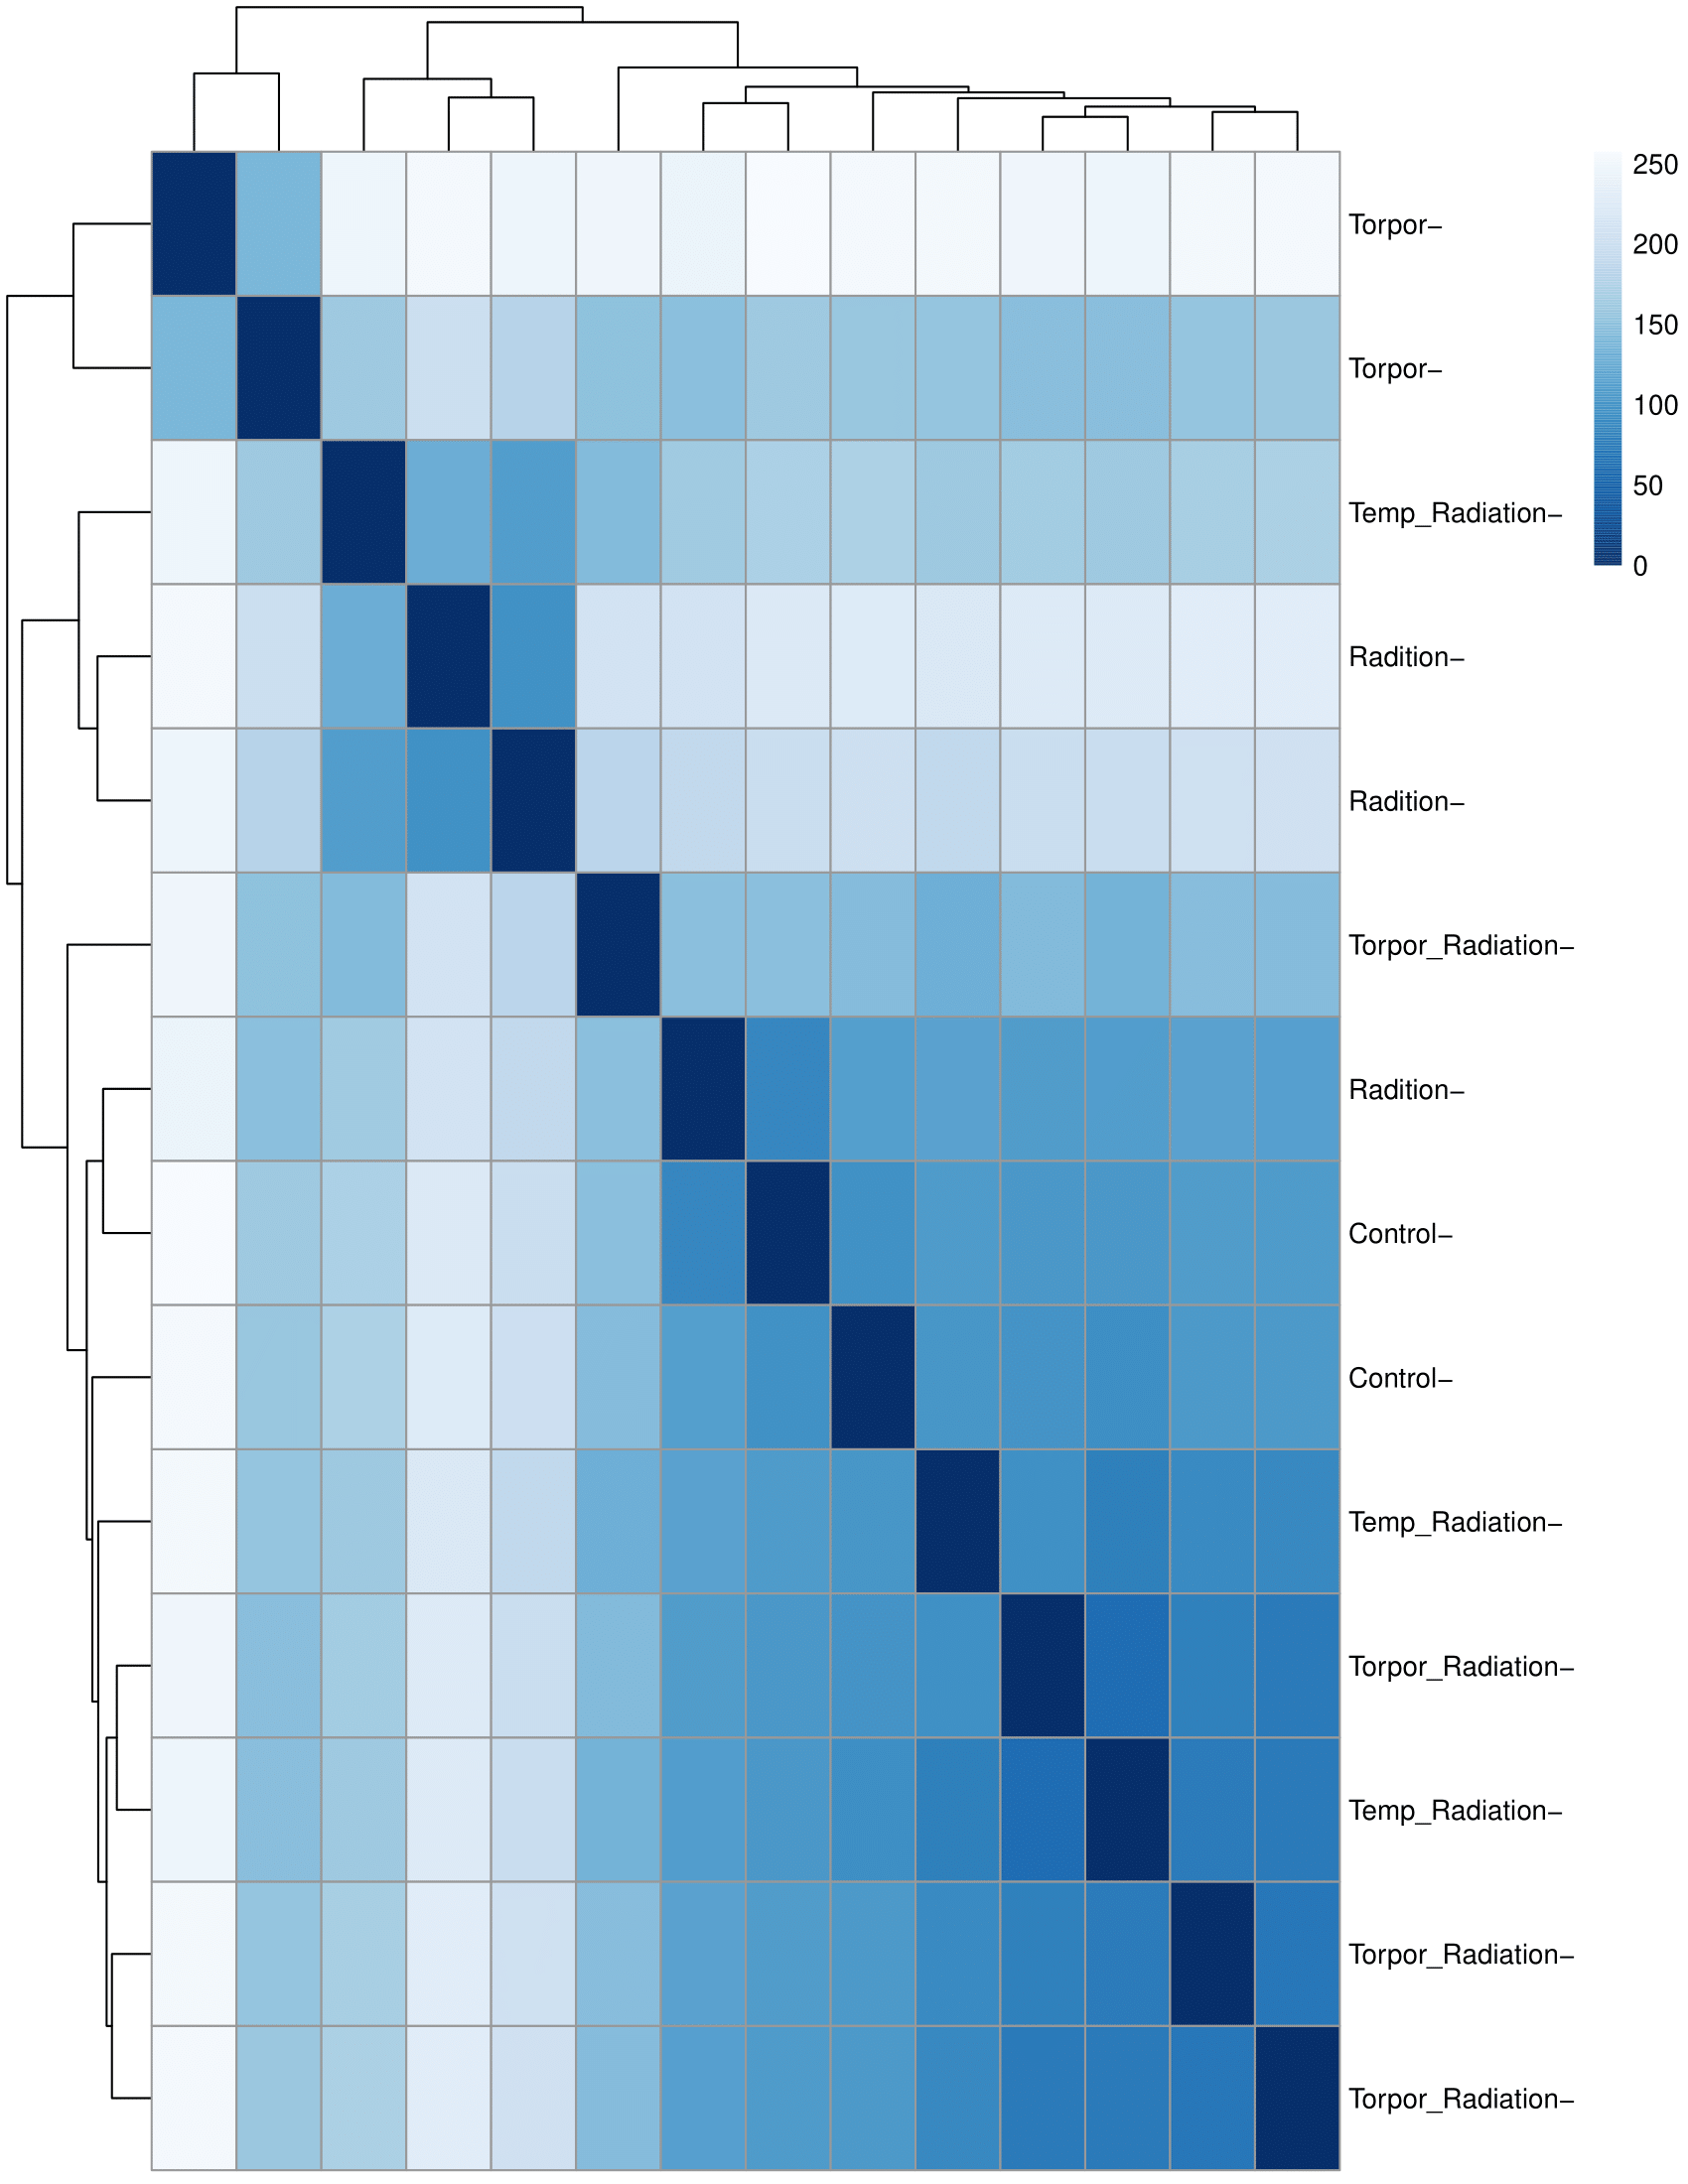

1 Kanehisa, M., Sato, Y., Kawashima, M., Furumichi, M. & Tanabe, M. KEGG as a reference resource for gene and protein annotation. *Nucleic acids research* **44**, D457-D462 (2016).

How the deposited data were processed for this re-analysis (not part of the article)

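RNA was measured in the livers of adult zebrafish of 4 groups: 28.5-Ctrl (28.5 °C, 2 libraries), 18.5-mel (induced torpor, 18.5 °C with melatonin, 2), 28.5-rad (28.5 °C with gamma radiation, 3) and 18.5-mel-rad (torpor with radiation, 4), 11 libraries in all. The paper's Table 1 gives 6 fish per group, and the number of fish in each library is not stated, although the methods speak of biological replicates of RNA. The group 18.5-rad was not analysed here, since no deposited table compares it and the paper's Table S18 was held only in part. The rows held served only to check rebuilt variances.

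The series holds 6 tables of results and no counts per library. According to the methods, the authors trimmed the reads with Cutadapt, aligned them to GRCz11 with STAR, counted them with HTSeq and compared groups with DESeq2. Each table compares 1 treated group with 28.5-Ctrl. In 3 tables 32520 zebrafish genes are listed, of which 28138 have a fold change, 27662 a p-value, and 476 a fold change without a p-value. The other 3 tables hold the 9411 genes with a 1-to-1 human orthologue, 9122 of them with a p-value. The signal column (baseMean), as deposited by the authors, is the mean over all libraries of the counts divided by size factors, and it is the same in the 3 comparisons, which places all libraries in a single fit. The fit appears to include the libraries of 18.5-rad, because the paper's supplementary tables share this mean as well. The log2 fold changes and their standard errors, also on the log2 scale, were made by the authors from that fit and were used as deposited. The score column, as deposited by the authors, is the Wald statistic, and it equalled the fold change over its standard error in every table. The p-values are the authors' Wald p-values, and the q-values are the authors' Benjamini-Hochberg adjustment over the genes kept by their filter: 19554 genes in 18.5-mel, 17459 in 28.5-rad and 17979 in 18.5-mel-rad, or 8177, 7740 and 7853 of the orthologues. The orthologue tables equalled the paper's Tables S4, S8 and S12 in all 1989 fold changes of the first 1998 rows, the part held here. Of the gene identifiers 29348 were matched to a name. Depth per library is not in the tables, and the methods state only the minimum sequenced. As a measure of precision, the median standard error over the 12247 genes with a baseMean of 50 or more was 0.59 in 18.5-mel, 0.55 in 28.5-rad and 0.52 in 18.5-mel-rad.

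Genes were called at the paper's thresholds, an absolute log2 fold change of 0.58 or more with q of 0.1 or less for 18.5-mel and 28.5-rad and of 0.4 or less for 18.5-mel-rad. Folds and their 95% intervals were computed from the deposited log2 fold change and standard error. A gene with an absolute log2 fold change above 10 was taken to be near 0 in a group, and no fold was given for it. Calls shared by 28.5-rad and 18.5-mel-rad were counted at q of 0.4, beside the overlap of independent lists and the overlap in 100 simulations of unchanged groups that share the control libraries. The simulated genes were taken at the p-values of the calls and, a choice made after the data had been seen, as lists of the sizes called. Directions shared with the bear and the mouse of the paper's supplementary tables were tested with an exact binomial test and a Fisher exact test.

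Tests were run on 50 gene lists from textbook knowledge: pathways, by human symbol over the orthologues, and cell type markers, by zebrafish name over all genes. The lists were fixed before the deposited tables were opened, but parts of the supplementary tables, which hold the same values, had been seen. Marker lists of tissues next to the liver were added after Tables S15 and S25 of the paper had been seen to hold such genes. Each list was tested with limma cameraPR on the Wald statistics against all other genes tested, with an inter-gene correlation of 0.01, which the tables do not allow to be estimated. The p-values were adjusted by the Benjamini-Hochberg method over 150 tests, 50 lists in 3 comparisons, with a threshold of 0.05. List members were counted at the authors' q of 0.1, at 0.4, and with p adjusted over the list alone at 0.1. Intervals of list medians are 95% bootstrap intervals over the members.

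Treated groups were compared with each other by a Wald test of the difference of their log2 fold changes. The variance that the shared control adds was rebuilt per gene from the 3 standard errors, as a Poisson and a dispersion part, and p-values were adjusted over 27662 genes at 0.1. On the held rows of Table S18, which were not used in the rebuilding, 1952 standard errors differed from the rebuilt ones by a median of 0.193%, and by 2.00% at the 95th percentile. The test was also tested on simulated data with 200 changed genes among 16499. For 18.5-mel-rad against 18.5-mel, 26.4% of the calls were false, and 20.9, 58.1 and 83.1% of genes changed by 1, 2 and 3 on the log2 scale were recovered. For 18.5-mel-rad against 28.5-rad these values were 21.2% and 14.0, 54.5 and 83.1%, and for 18.5-mel against 28.5-rad 27.1% and 8.20, 51.3 and 67.2%. In this simulation the calls thus held more false ones than the adjustment states. Far more genes were called in the data, where the share of false calls is not known. The effect of radiation with torpor minus that without was tested the same way, and it and the list tests on differences, at correlations of 0.01 and 0.05, were added after the data had been seen.

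The genes named were those the paper names for a comparison, the 5 genes with the smallest p in each direction among the orthologues called with a baseMean of 50 or more, up to 4 members of each list with the smallest p, and the 5 genes in each direction for each difference between treated groups. The first 1998 rows of Tables S4, S8 and S12 and the short supplementary tables had been seen when this rule was written. Exceptions are named where they stand, and a few genes that the rule selects are left out of the text.

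Alternatives were fixed at the same time as the lists, apart from those named above and the lipid transport list without enterocyte markers. For calls they were adjustment over every gene, a baseMean of 10 or 50 or more, all zebrafish genes, no floor on the fold change, a Wald test against a log2 fold change of 0.58, q of 0.05, and leaving out genes beyond a log2 fold change of 10. For lists they were ranks or fold changes in place of Wald statistics, a correlation of 0.05 or 0, a baseMean of 10 or more, random lists matched on baseMean, repair lists without cell cycle genes, and paralogues by name. For differences they were independent fold changes, the dispersion part only, a baseMean of 10 or more, the orthologues only and q of 0.05. Leaving out single libraries, a replicate block and regrouped samples need values per library and could not be run.

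Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used, and R 4.3.3 with limma 3.58.1.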

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

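The marker lists of tissues next to the liver were added after Tables S15 and S25 of the paper had been seen, and the tests of explanations below were chosen after the results had been seen, except that of a liver response to radiation, which was written after the lists had been seen but before its own value was computed. No sort of cells that would remove other tissues is described for the livers, and the tables cannot tell how many of the markers the liver itself expresses.

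Ovary and oocyte markers, which the paper does not discuss as such, were higher with torpor: over 39 markers the median log2 fold change in 18.5-mel was 7.02 (bootstrap interval 6.86 to 7.26), and 1 of them, ccnb1, is also in the cell cycle list. The abundant markers moved alike, with zp3e (baseMean 1882) at 7.42, 3.07 and -1.08 and buc (1497) at 7.37, 2.69 and -1.63 in the authors' deposited table for 18.5-mel, 28.5-rad and 18.5-mel-rad. Scaling by a few abundant genes would move every gene alike, so it does not enter the distance of the lists from other genes. The 163 list members lay 3.64 (2.54 to 4.46) above the median of all genes with a baseMean of 50 or more. That distance repeats the list tests by which these lists had been picked, and is no further test. The markers argue against ovary RNA for the higher cell cycle list of 18.5-mel-rad, where the markers had a median of -1.61 (-1.86 to -1.07). RNA from ovary in 18.5-mel cannot be told apart from division of liver cells. The markers lay 3.21 (2.28 to 4.23) above the 163 list members, as ovary RNA would need, but the cell cycle list was also higher in 18.5-mel-rad (median 2.36), where the markers were low, and the marker median of 7.02 does not exclude division.

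Enterocyte markers, of which the paper discusses FABP2 as a lipid gene, had a median of 5.72 (3.26 to 7.14) over 41 genes in 28.5-rad, and markers of pancreatic endocrine and enteroendocrine cells 5.01 (2.73 to 5.87) over 35. The lymphocyte list was higher in the same libraries, as were 6 of 22 lipid transport genes, a list not past its own threshold. Of the abundant enterocyte markers chia.1 (baseMean 67692) stood at 9.08, but apoc2 at -0.22 and apoa4b.1 at -0.55, in the authors' deposited table, and 3 of the markers are in the lipid transport list. Hepatocyte markers had a median of -1.46 with 29 of 29 below 0, and the medians of stellate (2.30), neutrophil (1.96), macrophage (1.54) and cholangiocyte markers (1.05) lay above 0, as a lower share of hepatocytes would give. It would raise the other liver cells alike, but macrophage markers lay 2.09 (0.81 to 2.72) above endothelial ones. This argues against it as the whole cause, though with an interval over genes that leaves out the spread between libraries. RNA from intestine and a response of the liver cannot be told apart. Of the 34 enterocyte markers with a baseMean of 50 or more, 82.4% (65.5 to 93.2) lay above a log2 fold change of 1, an interval that holds the 80% asked for after the rise had been seen, and this says nothing on the lymphocyte list. The median Wald statistic of the 19 lipid transport genes outside the markers was -0.13 (-1.61 to 1.68), which met the bound against a liver response, 0 or less, but not beyond its spread.

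The effect of radiation with torpor minus that without differed from 0 for ribosomal proteins in a Wald test of the difference, with a median log2 value of 3.33 (3.27 to 3.38) and 59 of 60 genes higher. These genes were low in 18.5-mel, and dilution of liver RNA by another tissue would lower them no more than the hepatocyte markers. They lay -1.98 (-2.16 to -1.48) from those markers, which argues against dilution as the whole cause. That interval is over genes, however, and leaves out the spread between libraries. Scaling by abundant genes would move every gene alike, so it does not enter the distance of the ribosomal protein genes from other genes. They lay -3.24 (-3.28 to -3.18) from the median of all genes with a baseMean of 50 or more in 18.5-mel. That distance repeats the list test by which they had been picked, and is no further test. The lower temperature with melatonin cannot be told apart from other causes: in 18.5-mel-rad, under the same treatment with radiation added, the genes lay 2.40 (2.37 to 2.43) higher.

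In the same test the cell cycle list had a median of -5.62 (-5.94 to -5.10), with 61 of 71 genes lower and 2 higher. The ovary and oocyte markers moved the same way and further, by -11.38 (-11.59 to -10.05), with 37 of 39 lower, and the vitellogenesis genes the other way, by 7.46 (2.07 to 7.86), so the value cannot be read as cell division in the liver alone. Hepatocyte markers had 2.58 (2.18 to 2.84), with 12 of 29 higher and 0 lower (limma cameraPR, adjusted p = 1.37e-11, and 22 higher with p adjusted over the list alone).

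Vitellogenesis genes, of which the paper names ESR1 alone, had a median of -6.58 (-6.93 to -2.20) over 13 genes in 18.5-mel. Exocrine pancreas markers had a median of 4.19 (3.80 to 4.45) over 24 genes in 18.5-mel-rad. Of 20 skeletal muscle markers 16 have a fold change but no p-value. Their median in 18.5-mel-rad was 9.51, from 3.02 to values beyond 10, which are not used as sizes. These values were not tested. Without values per library it cannot be told whether they hold for the whole group or rest on a single library.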

How the results depend on the processing

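The tests below were planned, except the lipid transport list without the enterocyte markers, the simulated lists of the sizes called and the list tests on differences, which were added after. No paired analysis was possible because the deposited tables hold no values per library, and for that reason leave-one-out fits, the replicate block and regrouped samples were not run.

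Of the 227 values of named genes, 190 were past their threshold. The side of the threshold was kept by 208 of 227 with adjustment over every gene, 213 of 224 at a baseMean of 10 or more, 193 of 203 at 50 or more, and 186 of 227 at q of 0.05, and every value that moved fell short of the threshold. Counts of calls moved as follows, the cause being the construction of each alternative. In 18.5-mel the 2751 calls became 5872 over all zebrafish genes and 1179 in the Wald test against a log2 fold change of 0.58. In 28.5-rad the 702 calls became 443 with adjustment over every gene, 418 at a baseMean of 50 or more, 2055 over all zebrafish genes, 78 in that Wald test and 349 at q of 0.05. In 18.5-mel-rad the 469 calls at q of 0.4 became 1062 over all zebrafish genes, 36 in that Wald test, 115 at q of 0.1 and 83 at q of 0.05. The other alternatives left these counts within 1.5 times.

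Of 150 list tests 63 were past 0.05, 38 at a correlation of 0.05, and 48 to 66 under the other alternatives. Of 75 tests of lists named in the text, 56 kept direction and side of the threshold at a correlation of 0.05, 55 with fold changes, 54 against random lists and 68 to 74 otherwise. Among the lists named that were past 0.05 also at that correlation, cholesterol synthesis, fatty acid oxidation and hepatocyte markers of 18.5-mel lay within the central 95% of random lists. With fold changes in place of Wald statistics, polyamine genes and erythrocyte markers of 18.5-mel-rad and macrophage and neutrophil markers of 28.5-rad were no longer past 0.05. The direction turned in the following cases, and the cause was not tested. With fold changes, glycolysis (adjusted p = 0.693, range over its alternatives 0.326 to 0.845) and necroptosis (0.933, range 0.111 to 0.933) did so in 28.5-rad. With paralogues by name, glycolysis in 28.5-rad (0.326) and lipid transport (0.924) and bile acid genes (0.842) in 18.5-mel-rad did so. Among random lists the median Wald statistic of protein folding in 18.5-mel lay at the 51.8th percentile, of glycolysis in 28.5-rad at the 59.5th, and in 18.5-mel-rad of lipid transport at the 51.1th and of hepatocyte markers at the 77.7th. Apart from protein folding, none of these tests was past its threshold. Members of lists past q of 0.1 numbered 787 over the 3 comparisons and 1551 at q of 0.4. In 28.5-rad the 173 became 593 at 0.4 and 271 with p adjusted over the list alone, and in 18.5-mel-rad the 28 became 131 and 121.

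With the fold changes taken as independent, the differences between treated groups fell from 5333 to 1035 for 18.5-mel-rad against 18.5-mel, from 3129 to 3 for 18.5-mel-rad against 28.5-rad, and from 6331 to 225 for 18.5-mel against 28.5-rad, since that variance counts the spread of the control in both fold changes. Of the list tests on these differences named in the text, glycolysis (0.0202) and lipid transport (0.0488) were past 0.05 but not at a correlation of 0.05 (0.0864 and 0.169). Over the orthologues alone the differences were 2815, 918 and 2963, of fewer genes tested. Calls shared by 28.5-rad and 18.5-mel-rad fell from 286 at q of 0.4 to 46 at 0.1, with 32 of 195 higher and 14 of 85 lower in both. The share of genes with the same direction in the mouse went from 32.7% to 28.6% at q of 0.1, where the exact binomial p was 0.180 with fewer genes. That of the bear kept its side of the threshold. With 2 to 4 libraries per group the standard errors stated above limit what could be called.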

Differences from the paper's values

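No value in this part was tested for its cause. The tests compared were set before the deposited tables were examined.

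For EGLN3 in 18.5-mel the paper gives q of 0.01 and the authors' deposited table 0.0182. With adjustment over every gene the value was 0.0175, still more than 1.5 times the paper's, and over genes with a baseMean of 10 or more it was 0.0146 and of 50 or more 0.0141, both within 1.5 times. The paper's fold change of -1.89 for EGLN3 equals the log2 fold change of -1.89 in the authors' deposited table, that is, 3.70-fold lower.

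The paper gives 542 genes higher in 28.5-rad, and 543 were counted here at the same thresholds. Its 473 genes of 18.5-mel-rad were reached without a floor on the fold change, and 469 had an absolute log2 fold change of 0.58 or more as well.

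The paper names p53 signalling among the processes raised in torpor, from terms of its own. The p53 and checkpoint list used here had 12 of 29 genes higher and 2 lower, and its limma cameraPR adjusted p was 0.194, with 0.0781 to 0.420 over the alternatives. ATR and CHEK1, which the paper names, were higher.

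The paper names necroptosis among the processes raised by radiation. Here 3 of 20 genes of the list were higher and 0 lower (limma cameraPR adjusted p = 0.434, with 0.111 to 0.933 over the alternatives), with TRADD and FADD higher, and RIPK1 at 0.39 (q = 0.701) and RIPK3 at 1.09 (q = 0.668) in the authors' deposited table.

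The paper describes enriched TGF-beta secretion after radiation. Here 0 of 18 genes of the TGF-beta and transition list were higher, with p adjusted over the list alone as well, and 2 lower (limma cameraPR adjusted p = 0.194, with 0.144 to 0.724 over the alternatives).

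The paper names the FOXA2 network as perturbed in torpor. FOXA2 itself had -1.82 (q = 0.153) in the authors' deposited table for 18.5-mel, and no list of that network was tested.

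The paper names Aurora A signalling with that of Aurora B in 18.5-mel-rad. AURKA had 0.69 (q = 0.912) in the authors' deposited table, short of q of 0.4, and AURKB was past it.

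The paper gives COL17A1 as raised in torpor. The row of COL17A1 in the authors' deposited table is the zebrafish gene col19a1, at 7.44 (standard error 2.57, q = 0.0215), and col17a1b had 1.36 (q = 0.685).

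The paper states that immune processes were lower in both torpor groups. Against 28.5-Ctrl this was so for the innate signalling list, with limma cameraPR adjusted p of 0.00324 in 18.5-mel and 0.0325 in 18.5-mel-rad, neither past 0.05 at a correlation of 0.05 (0.0737 and 0.196). The lymphocyte activation list had medians of 0.39 and 0.32 and was not past its threshold (adjusted p = 0.687 and 0.778).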

Other observations

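The list tests on differences between treated groups and the test of the effect of radiation with torpor minus that without were chosen after the data had been seen, the marker lists of tissues next to the liver after Tables S15 and S25 of the paper had been seen, and the other tests before.

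Genes that the liver makes under oestrogen were far lower in torpor, and of the genes tested the paper names ESR1 alone. Of 13 genes of vitellogenesis 10 were lower and 1 higher in 18.5-mel (limma cameraPR adjusted p = 7.96e-10). In the authors' deposited table for 18.5-mel the egg yolk precursors vtg2 (ENSDARG00000055809), vtg1 and vtg5 had log2 fold changes of -7.57 (standard error 1.51, q = 1.75e-05), -7.48 and -6.93, the protease gene nots had -7.05, and the oestrogen receptor ESR1, taken after its value was seen, -5.69 (q = 2.55e-04). With radiation added the list was not past its threshold against the control (median -0.91, 0 lower at q of 0.1 and 0 with p adjusted over the list alone, cameraPR adjusted p = 0.283), and it lay 5.68 (2.14 to 5.81) above 18.5-mel, with 10 genes higher and 0 lower (cameraPR on the differences, adjusted p = 2.85e-09). After radiation alone the median was -1.77, with 0 genes lower, or 1 with p adjusted over the list alone, and 1 higher (cameraPR adjusted p = 0.0275, or 0.0987 at a correlation of 0.05). So the vitellogenesis genes were low where the ovary markers were high. The sex of the fish is not stated.

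Other groups of nuclear genes were higher in torpor as well, where ovary markers were high too. Of 28 genes of the FOXM1 network 21 were higher and 3 lower in 18.5-mel, with a median of 5.26 (3.41 to 5.88, limma cameraPR adjusted p = 6.96e-10) and BRCA2 at 4.61 in the authors' deposited table. Of 46 spliceosome genes 17 were higher and 1 lower, with a median of 0.82 (0.62 to 1.14), SNRPB2 at 4.05 and PRPF38A at 2.42 in the authors' deposited table (cameraPR adjusted p = 0.00528, or 0.102 at a correlation of 0.05). Coagulation and complement genes had a median of -0.99 (-1.25 to -0.42), with 1 of 24 lower (cameraPR adjusted p = 0.0188, or 0.111 at a correlation of 0.05).

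Single genes separated the treated groups. In 18.5-mel-rad the acyl-CoA ligase acsl1b lay 4.15 (adjusted p = 3.10e-09) above 18.5-mel, and the germ line genes nanog (-9.19) and tdrd6 (-7.76) lay below it. The cold-inducible gene cirbpa was higher in both groups kept at 18.5 °C, at 1.04 (q = 4.96e-04) in 18.5-mel and 1.13 (q = 1.33e-04) in 18.5-mel-rad, and not in 28.5-rad (-0.05, q = 0.913) in the authors' deposited table. Against 28.5-rad cirbpa lay 1.19 (standard error 0.19, adjusted p = 1.12e-06) higher in 18.5-mel-rad.

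Some markers of other cells of the liver moved as lists. Endothelial markers were lower in 18.5-mel (median -0.92, 2 of 16 lower, limma cameraPR adjusted p = 0.00815, or 0.0540 at a correlation of 0.05), cholangiocyte markers higher in 28.5-rad (median 1.05, 3 of 11 higher, adjusted p = 0.0250, or 0.0832 at a correlation of 0.05), and erythrocyte markers higher in 18.5-mel-rad (median 0.68, 0 of 14 singly at q of 0.1 or with p adjusted over the list alone, cameraPR adjusted p = 0.00217). With log2 fold changes in place of Wald statistics, the erythrocyte markers were not past 0.05.

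The effect of radiation with torpor minus its effect without differed from 0 in 5386 of 27662 genes, 1515 higher and 3871 lower, in the Wald test of the difference. The share of false calls in this test was not simulated.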
